# mRNA-Seq and microarray development for the Grooved carpet shell clam, *Ruditapes decussatus*: a functional approach to unravel host -parasite interaction

**DOI:** 10.1186/1471-2164-14-741

**Published:** 2013-10-29

**Authors:** Ricardo B Leite, Massimo Milan, Alessandro Coppe, Stefania Bortoluzzi, António dos Anjos, Richard Reinhardt, Carlos Saavedra, Tomaso Patarnello, M Leonor Cancela, Luca Bargelloni

## Abstract

**Background:**

The Grooved Carpet shell clam *Ruditapes decussatus* is the autochthonous European clam and the most appreciated from a gastronomic and economic point of view. The production is in decline due to several factors such as Perkinsiosis and habitat invasion and competition by the introduced exotic species, the manila clam *Ruditapes philippinarum*. After we sequenced *R. decussatus* transcriptome we have designed an oligo microarray capable of contributing to provide some clues on molecular response of the clam to Perkinsiosis.

**Results:**

A database consisting of 41,119 unique transcripts was constructed, of which 12,479 (30.3%) were annotated by similarity. An oligo-DNA microarray platform was then designed and applied to profile gene expression in *R. decussatus* heavily infected by *Perkinsus olseni.* Functional annotation of differentially expressed genes between those two conditionswas performed by gene set enrichment analysis. As expected, microarrays unveil genes related with stress/infectious agents such as hydrolases, proteases and others. The extensive role of innate immune system was also analyzed and effect of parasitosis upon expression of important molecules such as lectins reviewed.

**Conclusions:**

This study represents a first attempt to characterize *Ruditapes decussatus* transcriptome, an important marine resource for the European aquaculture. The trancriptome sequencing and consequent annotation will increase the available tools and resources for this specie, introducing the possibility of high throughput experiments such as microarrays analysis. In this specific case microarray approach was used to unveil some important aspects of host-parasite interaction between the Carpet shell clam and *Perkinsus*, two non-model species, highlighting some genes associated with this interaction. Ample information was obtained to identify biological processes significantly enriched among differentially expressed genes in *Perkinsus* infected versus non-infected gills. An overview on the genes related with the immune system on *R. decussatus* transcriptome is also reported.

## Background

European clam aquaculture production is centered in three major species of clams: *Ruditapes philippinarum*, the manila clam, *Ruditapes decussatus*, the grooved carpet shell clam and *Venerupis pullastra*, the pullet carpet shell clam. According to FAO and Fishstat reports, most of the relevant increases of production have been concentrated in *R. philippinarum* and *R. decussatus,* both of which have been severely affected by perkinsosis during the last years. Historical records show that *R. decussatus* was one of the major aquaculture species in Europe, but due to overfishing, recruitment failures and some outbreaks of bacterial infection and parasitism, producers started to substitute this species for a closer but exotic clam from the same family, the manila clam *R. philippinarum*[1]. The introduction of this species, with a faster growing rate and believed to be more resistant to some diseases, originated a progressive replacement of the native clam and nowadays the production of grooved carpet shell clam is almost insignificant in most Mediterranean countries. However, its commercial, historical and gastronomic values are still high making the production of this clam an important niche to explore. Despite the fact that its culture decreased considerably in countries such as France, Italy, Portugal and Spain, there is some desire to increase *R. decussatus* production. Yet, because of the potentially high vulnerability of its production, management and control strategies and their implications when implemented are key factors for protecting this industry from the effects of diseases. One of the most persistent infections is caused by the parasite *Perkinsus sp.,* a facultative intracellular protist parasite belonging to the phylum Perkinsozoa. Interestingly, *Perkinsus* is also considered a model organism to understand adaptations to parasitism [2].

Parasites from *Perkinsus sp.* family are considered to be one of the most problematic agents being blamed for mass infections leading to dramatic reductions in culture beds of clams *Ruditapes descussatus* in Southern Portugal [3,4]. Some reports indicated mortalities up to 80% in Portugal, with more than 90% of the clams infected in a specific season/area. Also Spain and France reported high mortality rates reaching up to 100% in cultures of Manila clam in Spain [5]. Although clam Perkinsiosis was first identified in *R. decussatus*, the Manila clam can also be affected and *Perkinsus* was first detected in South Korea in 1993 [6] and later in China [7] and Japan [8]. The agent responsible for these mortalities, *Perkinsus olseni* is the same that caused similar episodes in Europe but it can also infected abalones, pearl oysters, oysters and other species of clams besides *Ruditapes* sp. Although the clam infection process is not entirely unveiled, it starts when the *Perkinsus* trophozoites, a free living stage, are uptake by the host, followed by their engulfment by bivalve hemocytes in which are capable of remaining viable, proliferate by successive bipartitioning in the connective tissue of all organs and disseminate throughout the entire organism [9], leading to host death in most cases. In the case of infection, lectins are the main mechanism responsible to trigger bivalve’s defenses by recognizing and preventing infection [10-13]. Other mechanisms are involved such as the generation of proteases inhibitors [14], lysosomal enzymes and ROS species and parasite encapsulation [15].

The routine use of high throughput sequencing and microarrays is becoming more frequent and it is revolutionizing the study of host-parasite interaction [16-19] revealing some key molecular interactions and modulation of host-species to parasite. The scientific community is paying more attention to marine organisms and in the last 3–4 years some important commercial species of fish and shellfish were sequenced and became the target of gene expression studies [20-26]. The importance of mollusks as biological filters and thus potential bio-monitors cannot be sub estimated and this tool can also be applied to infer some facts about how pollution and other antropogenic activities can influence clam transcriptome, increasing the range of future applications for the platform presented here. In the present study we aimed to infer how a parasite can influence host gene regulation by looking at host gene profile and expression and interpreting the basis of molecular determinants by pinpointing host gene clusters, processes and mechanisms of defense and co-existence with the parasite. In conclusion we present a set of new tools for the grooved carpet shell clam, comprising a transcriptome survey, web database integrating gene annotation and blast search and the introduction of an adaptable microarray platform for *R. decussatus*.

## Results and discussion

### Next-generation sequencing and hybrid contig assembly

Using Roche 454 FLX technology, two sets of libraries (MGE011: 122,471 reads; cDN18: 327,209 reads) consisting of a total of 449,680 reads were sequenced using normalized cDNA libraries constructed using either a mixture of adult tissues or containing gonadal tissue and entire larvae. The same libraries were used to obtain respectively 2,434 and 2,077 ESTs with traditional Sanger sequencing analysis. Using all data available, amounting to a total of 454,191 reads plus ESTs, a assembly was performed and grouped them into 41,119 contigs.

The average read size from 454 sequencing was 257 bp (Figure 1 shows the distribution of sequence lengths) and quality level of the reads was assured by a distribution of the sequences with 96% of reads with Phred sequence quality >20 (Figure 2, left panel) while ESTs of *R. decussatus* have a mean length of 604 bp. The GC content of the reads was in average 33% ± 6,6% similar with the EST sequences of *R. decussatus* deposited in Genbank (34.78 ± 6.26%), with a maximum of 74% (Figure 2, right panel). All 454 reads have been deposited in GenBank (SRA) with the accession number [SRA058431].

**Figure 1:**
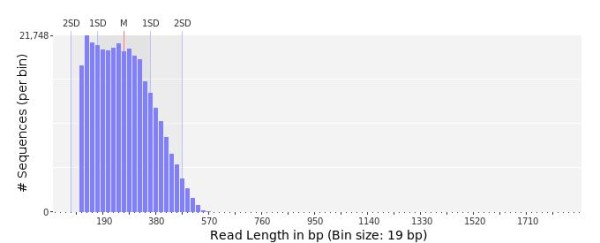
**Read length distribution of *R. decussatus *454 sequencing.** Bars indicate relative percentage of reads per real length in an interval of 19 bp, with an average read length of 257 bp.

**Figure 2:**
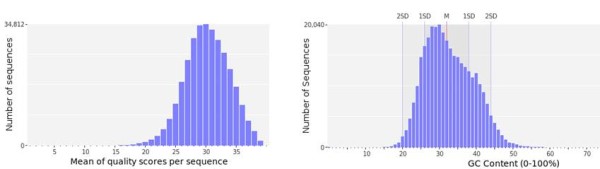
**Reads quality score graphic (left) and GC content in percentage (right).** Bars indicate relative percentage of reads per quality (left) and GC content (right).

### Transcriptome annotation and microarray quality assessment

To determine the putative identities of assembled contigs, Blastx and Blastn similarity searches on several protein and nucleotide sequence databases were performed. Of 41,119 unique sequences, 8,560 (21%) showed at least one significant match (e<10^-3^) in the NCBI non-redundant protein database (Additional file 1). In addition to the annotation with Blast2GO, Blast searches against UniProtKB/Swiss-Prot database, UniProtKB/TrEMBL database and 5 different species-specific data bases (Additional file 1) were implemented in order to further increase the number of putatively annotated *R. decussatus* contigs (see Methods for details)*.* This approach provided a significant match for additional 3,919 transcripts, which previously showed no correspondence with the NCBI non-redundant protein database, bringing the final number of clam entries associated with a known protein or transcript to 12,479 (30.3%). The percentage of annotated expressed sequences is very similar to that obtained for *R. philippinarum* (30%) by Milan and co-workers [24]. The highest number of significant similarity scores (9,364 hits, 22.8%) was obtained with *Crassostrea gigas* protein database, second best-matching species *Lottia gigantea* (8,828 hits, 21.4%) and third *Danio rerio* (7,170 hits, 17.4%) in accordance to what was previously observed for *R. philippinarum* annotation (24,1% and 18.5% annotated contigs with *L. gigantea* and *D. rerio* respectively).

Probe design took into consideration all annotated entries (12,479). Non annotated transcripts with sequence lengths ≥400 bp and average Phred sequence quality > 30 were also considered. A total of 21,900 target sequences were obtained and for each of them, two probes with opposite orientations (sense and antisense) were designed. A total of 43,758 out of 43,800 (99.9%) probes were successfully obtained, representing 21,887 *R. decussatus* transcripts. 

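The array files list 43758 probes besides the controls, 21879 in sense and 21879 in antisense orientation, so that 21879 transcripts carry a probe of each orientation. A probe was tested where the scanner software called it well above background on at least 4 of the 8 arrays, whatever their group, which left 26918 probes. The sense probe alone was tested for 8427 transcripts, the antisense probe alone for 3523, both for 7484 and neither for 2445. At least 1 orientation was thus tested for 88.8% of the transcripts, and of these transcripts 38.5% were tested in both. Fold changes were taken between the gills of 4 infected and 4 non infected clams, on the log2 scale, after the signals had been scaled on the spike-in RNAs. With this scaling the median log2 fold change of all tested probes was 0.58, against -0.04 after quantile normalization, and changes of single probes are therefore also given relative to that median. Across the 7484 transcripts with both probes tested, the fold changes of the sense and the antisense probe correlated with a Pearson r of 0.371 and a Spearman rho of 0.401, where transcripts are not independent replicates and no test was made. The 2 probes of a transcript lay on the same side of the median of all tested probes in 64.0% of these transcripts. Without the filter on dim probes, the Pearson r over all 21879 transcripts was 0.260. For 122 pairs of tested probes with an identical sequence of 60 bases, the fold changes correlated with a Pearson r of 0.976 and differed by a median of 0.08 on the log2 scale.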

The percentage of annotated transcripts represented in the microarray was 57%. Annotated genes were categorized according to Gene Ontology (GO) Functions in the three root categories and also in terms of main families of genes using a previously defined GO classification (see Additional file 2). Probe sequences and other details on the microarray platform can be found in the GEO database under accession number GSE36276.

### Validation of microarray data by quantitative real-time PCR analysis of gene expression

Comparative analysis of microarray and qPCR expression data is presented in Figure 3. 

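On the arrays, the 12 sequences that Table 3 lists for qPCR gave log2 fold changes between -4.57 for rud_dec_c873 (calmodulin) and 7.48 for rud_dec_c1521, a sequence without a determined name. Of the 12 probes, 7 passed an adjusted p of 0.05 and a fold change of 1.5 when p was adjusted over all tested probes (limma), and 8 passed an adjusted p of 0.05 when it was adjusted over the list alone, here the 57 named probes. Adjusted over the 12 alone, 9 passed. Neither is independent evidence, because the study chose the sequences on these arrays and 6 of the 57 were chosen here for the size of their change, without which 8 passed as well. The 7 probes were rud_dec_c1521, rud_dec_c29141 (sialic acid-binding lectin), AS_rud_dec_c15726 (pyridine nucleotide-disulphide oxidoreductase), rud_dec_c39872 (tetraspanin) and rud_dec_c2016 (epididymal secretory protein E1), which were higher in infected gills, and rud_dec_c27604 (not determined) and rud_dec_c873, which were lower. The probe of rud_dec_c1521 had a log2 signal of 12.73 ± 0.55 (SD, n = 4) in infected and 5.25 ± 0.84 (SD, n = 4) in non infected gills, a log2 fold change with a standard error of 0.57 and an adjusted p of 0.00019 from limma. For rud_dec_c39872 the log2 fold change was 4.68 (standard error 0.56, adjusted p = 0.0017), and for AS_rud_dec_c15726 it was 5.56 (standard error 0.78, adjusted p = 0.0042). The probe of rud_dec_c2016 was well above background in 3 of the 4 non infected gills and had a log2 fold change of 4.01 (standard error 0.56, adjusted p = 0.0042). Both probes that were lower, rud_dec_c27604 at -3.24 (adjusted p = 0.021) and rud_dec_c873 (adjusted p = 0.033), were well above background in 2 of the 4 infected gills. In 8 of the 12 probes the 4 infected gills all lay on 1 side of the 4 non infected gills, which chance gives for 2.86% of probes not chosen on these arrays, as the 12 were. The other 5 probes had smaller or more variable changes: glucose dehydrogenase (rud_dec_c2753) at -2.38 and inhibitor of apoptosis protein (rud_dec_c1093) at -2.26 were lower, methionine sulfoxide reductase (rud_dec2_c944) at 1.34 was higher, and x-box binding protein 1 (rud_dec2_c33) and fructose-bisphosphatase (rud_dec_c1253) lay at 0.0047 and -0.08. Relative to the median of all tested probes, 6 of the 12 were higher and 6 lower. The call of rud_dec_c873 was lost when 1INF, C1, C2, C6 or C22 was left out, and that of rud_dec_c27604 when 1INF, 20INF, C1, C2 or C22 was left out. The adjusted p reached 0.132 and 0.109 in these fits, and over all alternatives it reached 0.141 for rud_dec_c873 and 0.472 for rud_dec_c27604. The call of rud_dec_c873 was also lost with the slide as a block (adjusted p = 0.089), with 75th percentile scaling, quantile normalization, no normalization and no filter on dim probes, and that of rud_dec_c27604 with 75th percentile scaling, no normalization and normexp background. The call of rud_dec_c2016 was lost with normexp background, at the highest adjusted p over its alternatives, 0.068. The other 4 calls stayed under each alternative run with limma that tested their probe. The filter on all 8 arrays did not test rud_dec_c29141. The qPCR measurements were not analysed here.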

Pearson correlation indicated coefficients of 0.984 for 12 compared genes and a p <0.005 when comparing data for microarray probe and correspondent qPCR, corroborating the good reliability of the microarray platform. Fold change is always higher by qPCR than measured by microarray with one exception, a common situation with Agilent microarrays [27].

**Figure 3:**
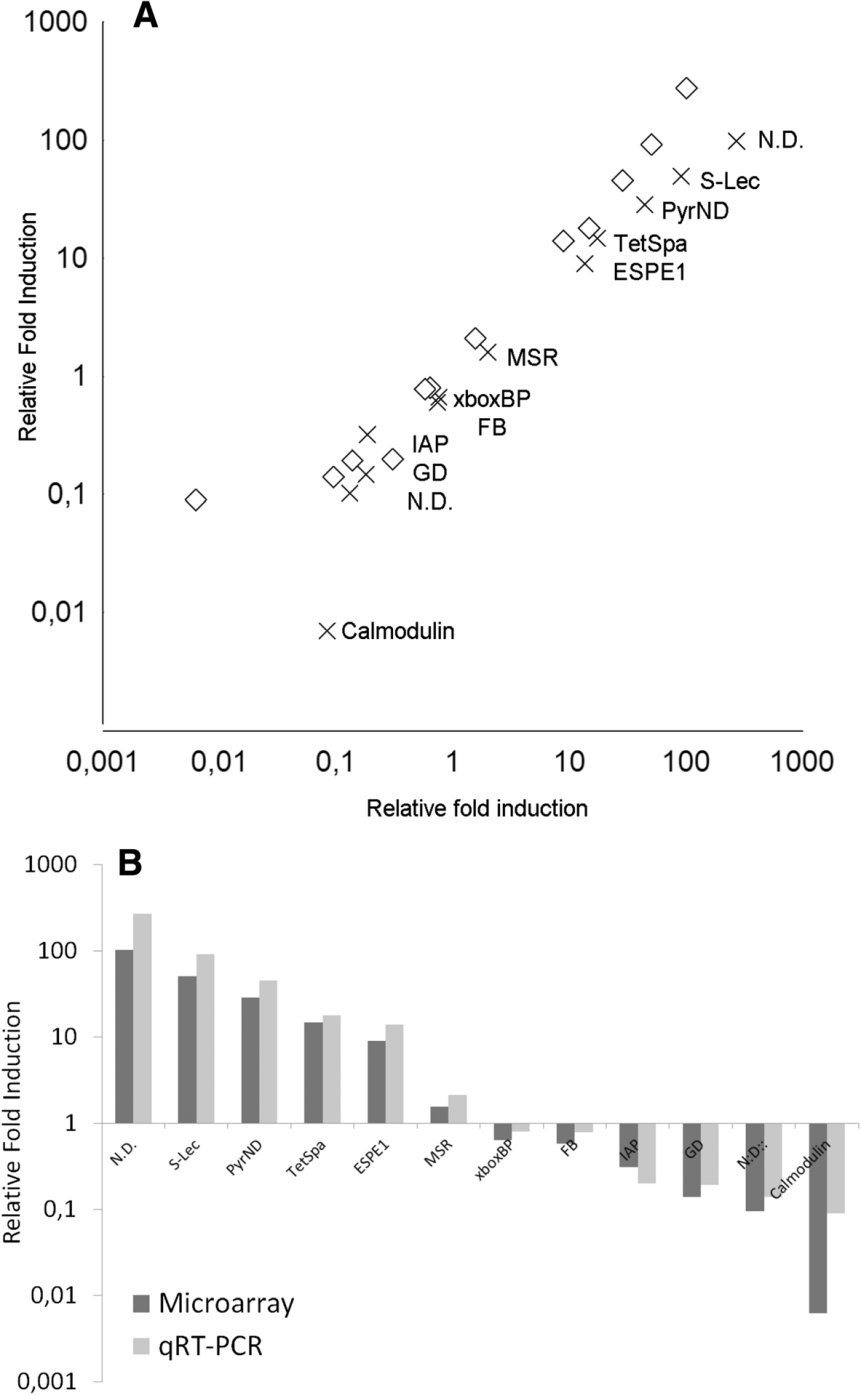
**Combined plot representation (log scale) of Pearson correlation matrixes of microarray probe fold change (crosses) and respective qPCR (diamonds) (A) and Relative Fold Induction of microarray probe fold change (dark grey bar) and respective qPCR (light grey bar) (B) upon presence or absence of infection in selected sequences/probes.** N. D. Stands for Sequence not determined, S-Lec for sialic acid-binding lectin; PyrND for pyridine nucleotide-disulphide oxidoreductase; TetSpafor tetraspanin, ESPE1 for Epididymal secretory protein E1: MSR for methionine sulfoxide reductase b3 isoform 2 isoform 1xboxBP for x-box binding protein 1; FB for fructose- -bisphosphatase; IAP for inhibitor of apoptosis protein; GD for glucose dehydrogenase and calmodulin.

### Microsatellite content (SSR-EST)

The genome of Bivalves is known to harbor a large number of microsatellites [28], that can be useful for as markers for different kinds of studies such as population genetic structure, demography, selective breeding and quantitative trait loci studies in clam [29]. Nevertheless microsatellite marker development can be difficult to develop in mollusk for many reasons, some of them still unknown [30]. EST derived microsatellites have some advantages such as being more conserved across species and be more adequate for selective pressure studies for example [31]. Previous studies have characterized some EST-SSR in clams using 454 [26,32] but none used *R. decussatus* as a model.

We used two similar approaches to determine if microsatellites are transcribed into *R. decussatus* RNA, one using Misa script [33] and Msatcommander [34]. Table 1 reflects the occurrence of single SSR, combined SSR and the most abundant motifs longer than 20 bp. We have found 91 dinucleotide, 171 trinucleotide and 224 tetranucleotide, 217 pentanucleotides and 106 hexanucleotides across 330 transcripts with a size superior to 150 bp. Sixty nine transcripts contained more than one microsatellite, and five transcripts contained 5 SSRs and one 6SSRs. Unexpectedly was the higher number of repeats containing tri, tetra penta and hexa units, being more abundant than for example dinucleotides SSRs. Although most of the sequences with SSR detected allowed primer design it will require further testing to determine their utility as markers. However our dataset increased the number of markers available for *R. decussatus* with the advantage of being linked to known genes, facilitating linkage map development or gene mapping.

**Table 1:** **Statistical analyses of EST-SSRs present in *Ruditapes decussatus *** **transcriptome**

**Sequences statistics**	**Number**	**%**	**Most predominant**
SSR containing:	330	1,0	
Containing > 1 SSR:	140	0,4	
With combined SSR	69	0,2	
Total	33247	100,0	
**SSRs and Distribution:**			
Dinucluotide	91	11,2	AT/AT (75)
Trincleptide	171	21,1	AAC/GTT (42)
Tetranucleotide	224	27,7	ACGT/ACGT (70)
Pentanucleotide	217	26,8	AACGTT/ACGTT (101)
Hexanucleotide	106	13,1	AACGTT/AACGTT (44)
Identified SSR (total)	809	100	AACGT/ACGTT (101)

### Rdecusdb, a *Ruditapes decussatus* database

*Rdecusdb* (http://morse-ccmar.ualg.pt/edge) is centered on contigs sequence and annotation. All contig sequences as well as different layers of results for data analysis will be available through Tripal [35]. Tripal is an open source and freely available collection of Drupal modules for management and visualization of data stored within a GMOD Chado database. Analysis results are indexed by Drupal’s full text searching mechanism, allowing the users to find data of interest. For each contig, a gene-like entry shows different data and bioinformatic analysis results, being identified with a description together with a sequence in fasta format along with blast hits and the reads that assembled that same contig. In addition, for each contig and whenever predicted, Gene Ontology is given for Biological Process (BP), Molecular Function (MF), and Cellular Component (CC). IT includes several analysis such as: the Analysis BLAST homology module, the Analysis InterPro module, the Analysis KEGG module; and the Analysis GO module for displaying trees and charts for GO mappings. Recently the sequences were update due to a new assembly. The assembly used in this article and the recent one can be download from the website.

### Comparison of gene expression in infected versus non infected clams

Clam gills were used because they are the main connection with the outside environment, together with the siphons which are one of the most affected tissues upon *Perkinsus* parasitism [36]. They participate as defense barriers sharing functions in the respiratory process and being also involved in the elimination of ROS molecules by endogenous antioxidant genes [37].

Data captured from transcripts fluorescence hybridization derived from four non infected and four infected clam gills was normalized and used to identify transcripts differentially expressed between the two conditions. 

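The arrays measured gill RNA of 8 individual clams, 4 infected (1INF, 2INF, 5INF and 20INF) and 4 non infected (C1, C2, C6 and C22), with 1 array per clam and no technical replicate. Infection had been scored by the authors with an assay in thioglycollate medium, and the infected clams carried hypnospores in all tissues. The RNA of each clam was amplified, labelled with Cy3 and hybridised to an array of 60-base probes, and the scanner files give for each spot a brightness from which Agilent's software had subtracted the background. The arrays lay on 4 slides: 5INF and C6 on slide 1, 20INF and C22 on slide 2, 2INF, C1 and C2 on slide 3, and 1INF alone on slide 4. Between 52.6% (C22) and 74.5% (C2) of the probes were well above background on an array, and the number of arrays limits the precision of every value. As in the methods of the study, each array was scaled on the Agilent spike-in RNAs, of which 9 of 10 were well above background and not saturated on every array. Control spots and outlier spots were left out, and spots of 1 probe were averaged. Infected and non infected gills were compared probe by probe with limma, two-sided, at a Benjamini-Hochberg adjusted p of 0.05 and a fold change of 1.5. For single probes an exact permutation test was added, whose smallest two-sided p with 4 clams against 4 is 0.0286. The normalized values that accompany the scanner files keep the rank order of the signals within each array, and 96.0% of them lie within 1% of a quantile normalization of the probe and spike-in spots.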

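Principal components were computed from the tested probes on the log2 scale. The first component held 50.8% of the variance between arrays and did not follow infection (exact permutation test, p = 0.457). The second component held 26.0%, and on it the 4 infected arrays lay apart from the 4 non infected arrays (exact permutation test, p = 0.0286). Along the first component 2INF, 20INF, C1 and C2 lay on 1 side and 1INF, 5INF, C6 and C22 on the other. Infection explained 26.3% of the squared distance between arrays (exact permutation over 70 divisions, one-sided by construction, p = 0.0857). With only the 1000 most variable probes, the alternative that moved this share most, it was 51.1% (exact p = 0.0286), and over all alternatives and left-out clams the exact p lay between 0.0286 and 0.257. The correlation of log2 signals across probes between arrays ranged from 0.805 to 0.977, with a median of 0.910 among infected, 0.904 among non infected and 0.872 between infected and non infected arrays. Infection was separated on the second component under every normalization and filter tried except the normexp background correction, where it was separated on component 3.

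**Figure D1:**
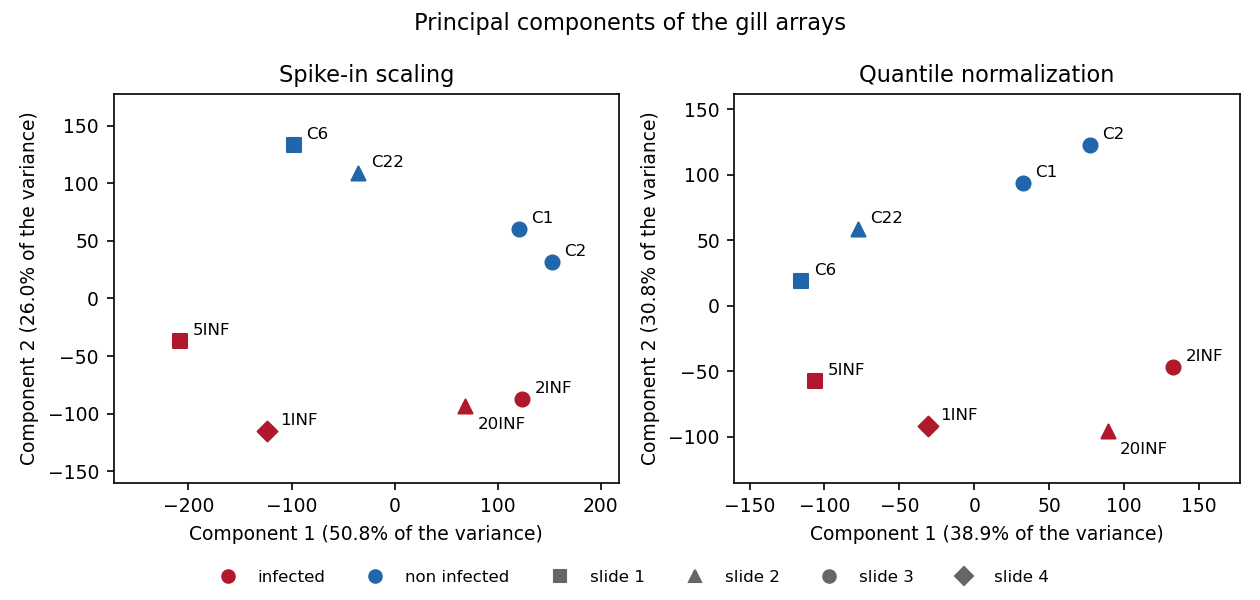
Position of each array on the first 2 principal components, in log2 units, with spike-in scaling (left) and quantile normalization (right). Colours give infection and symbols the slide. Infected and non infected arrays are apart along the vertical axis in both panels.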

Principal component analysis of conditions proved the good clusterization of samples (4 biological replicates) and consistence of the results between replicates, allowing the differences in steady-state mRNA levels between infected and non infected clams to be reliably measured.

All microarray data was deposited in the GEO database [38] under accession numbers GSE36276.

To perform microarray analysis a two unpaired class Significance Analysis of Microarray (SAM) test was carried out on normalized data. By imposing a False Discovery Rate (FDR) of 5% and Fold Change (FC) >1.5, a list of 949 probes, was obtained (see Additional file 3). 

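With limma, 379 of the 26918 tested probes differed between infected and non infected gills at these thresholds, and the same number passed without a minimum fold change. An unadjusted p under 0.05 was found for 2170 probes. The values of the infected and the non infected clams did not overlap in 4.90% of all tested probes, where chance gives 2.86%. SAM on the same scaled values, over 70 permutations, called 1825 of the 26878 probes without an outlier spot. The number of calls rested on single clams: it was 135 without 1INF, 241 without C1, 210 without C22 and 627 without 5INF.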

From these, a total of 227 transcripts were up-regulated in infected clams versus non infected clams with a FC ranging from 1.5 to 102 while a total of 722 transcripts were down-regulated with a FC ranging from 1.6 to 76.

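Of the 379 probes, 329 were higher and 50 lower in infected gills, so that 86.8% were higher. This split moved with the scaling. After quantile normalization 191 probes were higher and 188 lower, 50.4% higher, of which 146 and 46 were also called after spike-in scaling. With the slide as a block, 437 probes were higher and 89 lower, and the median log2 fold change of all tested probes was 0.34. Within slides that median was 0.84 on slide 1, -0.13 on slide 2 and 0.23 on slide 3, while slide 4 held a single array. In the fit with the slide as a block this array, 1INF, therefore adds nothing to the estimate for infection. By the difference of mean log2 signals, which gives no ranking of true folds for probes below background, the called probes without overlap that rose most were rud_dec2_c1578, rud_dec2_c1897 and rud_dec_rep_c26653, and those that fell most were rud_dec_c4694, rud_dec2_c1641 and AS_rud_dec_rep_c44912. Where a probe was not well above background on any array of a group, the fold is a lower bound, from the mean of the brighter group and, on each array of the other, the higher of the probe's own signal and the lowest signal of any probe well above background. The probe of rud_dec2_c1578 was at least 287-fold higher in infected gills (adjusted p = 0.0012) and that of rud_dec_rep_c26653 at least 176-fold higher (adjusted p = 0.0012). Both bounds hold for the mean of infected clams that differed widely, and not for each clam. The signals were 228 and 149 in 5INF, against 4651 to 12235 and 2835 to 7998 in the other infected clams. Whether these probes measure RNA of the clam or of the parasite cannot be told here. The adjusted p of rud_dec2_c1578 was 0.0502 on the normalized values of the authors, above the threshold, so that the call was lost there. This adjusted p stayed under 0.05 in the other 19 alternatives. For rud_dec2_c1897, well above background in 3 of the 4 non infected gills, the log2 fold change was 8.92 (standard error 0.97, adjusted p = 0.00092). The probe of rud_dec_c4694 was at least 58.3-fold lower in infected gills (adjusted p = 0.00019) and that of AS_rud_dec_rep_c44912 at least 71.9-fold lower (adjusted p = 0.00055). In rud_dec2_c1641, well above background in 2 of the 4 infected gills, the log2 fold change was -7.57 (standard error 0.63, adjusted p = 0.000215).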

Genes were identified and categorized in terms of percentage using GO categories (cellular component, biological process and molecular functions) and specifically according to possible role in the immune response. For up regulated genes (Figure 4), more than half were found to be involved in general metabolism (53%) and in protein, lipid and carbohydrate metabolism (13%, 6% and 4% respectively) and in specific processes like stress response (12%) and response to biotic stimulus (4%). Expression of several genes associated with mitochondria represented two per cent of genes up regulated. Among the genes found to be down regulated, 46% were associated with general metabolism while only 1% was associated with lipid metabolism. For both categories, percentages were lower than those found for up regulated genes. Other gene clusters were also less represented when compared, such as those related with biotic stimulus (1.2%), stress response (7%) or even not present such as mitochondria related.

**Figure 4:**
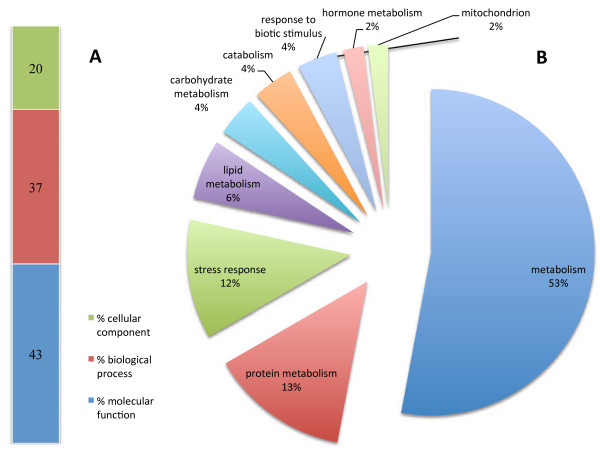
**Functional categories distribution of up regulated genes according to cellular component, biological process and molecular function (A) and immune class genes (**http://www.animalgenome.org/tools/catego/.goslim/immune_class**) (B).** Percentage of transcripts is reported for each functional category.

In contrast, the percentage of down regulated genes associated with apoptosis (1%), defense (1%), immune response (1%) and response to external/internal stimulus (2%) increased when compared with up regulated genes (Figure 5). 

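In the annotation of Tables S4 and S5, the words metabolic process occur in the GO terms of 4 of the paper's 44 up regulated and 31 of its 231 down regulated sequences, and stress response in 0 and 8 of them. These counts follow the words searched and not the GO categories behind the paper's percentages, so that they cannot be set against those. On the arrays, all 4 up regulated probes of metabolic process were higher in infected gills, with a median log2 fold change of 2.20, and 2 of them were called by limma. Of the 30 tested down regulated probes of metabolic process, 28 had a log2 fold change under 0 and 30 were below the median of all tested probes, with a median of -0.48, or -1.05 relative to that median. None of the 30 was called with limma after spike-in scaling, and 5 were after quantile normalization. The 8 probes of stress response were all lower in infected gills, with a median of -0.53, and 0 were called by limma, against 1 after quantile normalization. These directions are not independent evidence, because the study chose the sequences on these arrays.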

Altogether, data suggests that metabolic and stress related genes are the most affected by Perkinsus parasitism, reflecting changes in growth and clam survival.

**Figure 5:**
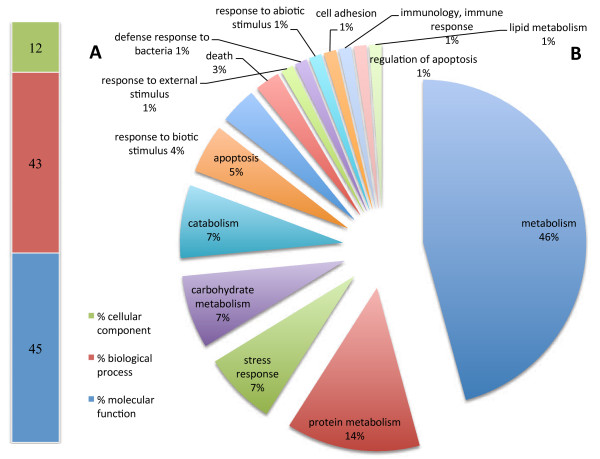
**Functional categories distribution of down regulated genes according to cellular component, biological process and molecular function (A) and immune class genes (**http://www.animalgenome.org/tools/catego/.goslim/immune_class**) (B).** Percentage of transcripts is reported for each functional category.

From all genes found to be differentially expressed upon Perkinsus infection (Additional file 3), only 67 of a total of 227 up regulated genes and 259 from a total 722 down-regulated genes were annotated successfully based on NCBI (National Centre for Biotechnology Information) amino acidic non redundant (nr) database. Some annotation was trivial and a second search using ncbi nr together with nt database was conducted, obtaining a more accurate annotation, returning 44 genes for up-regulated (Additional file 4), and 231 for down-regulated (Additional file 5). 

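Of the 44 up regulated sequences, 43 were tested, each with 1 probe, and all 43 had a higher signal in infected gills, with a median log2 fold change of 2.18. limma called 17 of them after spike-in scaling and 23 after quantile normalization. The 231 down regulated sequences were listed with 234 probes, of which 228 were tested. In 209 of these the log2 fold change was under 0, and all 228 lay below the median of all tested probes, with a median of -0.49, or -1.07 relative to it. 9 of the 228 were called after spike-in scaling and 51 after quantile normalization. Both lists were chosen by the study on these same arrays, so that the shared directions were largely set by that choice.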

From these two lists we can identify lectins and a number of genes associated with immune/stress response. 

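The sequences named as up regulated here, a matrilin, a methionine-r-sulfoxide reductase, exosome component 5, serine proteases, an acid phosphatase and a dimethylarginine dimethylaminohydrolase, were measured with 9 probes. All 9 had a higher mean signal in infected gills, also relative to the median of all tested probes and after quantile normalization, with log2 fold changes from 1.20 (rud_dec2_c2958, exosome component 5) to 2.31 (rud_dec_c14734, acid phosphatase). None reached an adjusted p of 0.05 over all tested probes with limma, where the smallest was 0.090, while 6 did when adjusted over the list alone of 57 named probes and 9 when adjusted over these 9, and in 7 of the 9 the groups did not overlap. The study chose these sequences on the same arrays, so the counts over a list are not independent evidence. SAM called 8 of the 9, and quantile normalization brought 1, rud_dec_c14734, to an adjusted p of 0.0497, within a range of 0.029 (array weights) to 0.366 (without 1INF) over its alternatives.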

Up regulated genes include matrilin, a gene already associated with zebra mussel hemocytes host defense [39], methionine-r-sulfoxide reductase, a gene linked with antoxidant stress [40], exosome component 5, a set of genes capable of an immunomodulatory activity [41,42], different kinds of proteases (serine proteases), some already described as defenses against *Perkinsus* in different bivalves [43-49], acid phosphatases-like genes and dimethylarginine dimethylaminohydrolase, a gene associated with immune response in amphioxus [50].

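The 8 probes described as calmodulin or calmodulin-like had log2 fold changes between -4.57 and 0.04, with a median of -0.49, and all 8 lay below the median of all tested probes. After quantile normalization all 8 were lower in infected gills, with a median of -1.10. The study had listed all 8 as lower on these same arrays, so that the shared direction is not independent evidence. The calmodulin rud_dec_c873, also among the qPCR sequences, was the only one called by limma after spike-in scaling, with log2 signals of 4.85 ± 2.22 (SD, n = 4) in infected and 9.42 ± 0.78 (SD, n = 4) in non infected gills. After quantile normalization its adjusted p was 0.052, and AS_rud_dec_c11808 was called in its place, at -1.42 (adjusted p = 0.036, from 0.031 to 0.962 over its alternatives). The adjusted p of the other 7 was 0.684 or more after spike-in scaling, and in 1 of these 7, rud_dec_c9100, the groups did not overlap (exact permutation test, p = 0.0286). SAM called 1 of the 8 after spike-in scaling. On the normalized values of the authors, a setting chosen after seeing the data, it called 8 as lower unlogged and 6 on the log2 scale.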

Among the down regulated genes (see Additional file 5), we can point out several related to calcium binding such as calmodulin. This finding is in agreement with previous data. Indeed, one of the majors players during *Perkinsus* infection is hypoxia [51] and calmodulin is known to be down regulated during hypoxia events in mussels [52]. Calmodulin can be associated with almost all cellular processes, including apoptosis, metabolism, inflammation and the immune response. Some immune responses such NF-κB signaling pathway in pearl oyster are regulated by calmodulin binding proteins such as calcineurin [53] and calmodulin was shown to be an important molecular determinant response to *Perkinsus* infection [54,55].

The presence of lectins among the down-regulated genes constitutes an indication that *Perkinsus* parasitism can also negatively affect expression of some lectins as already shown for mussels [56] where multiples genes involved in immune defense are down regulated upon exposure to an infectious agent. 

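Of the lectins that the paper lists as down regulated, rud_dec_c30762 (C-type lectin domain family 4 member A) fell furthest, with log2 signals of 5.71 ± 0.70 (SD, n = 4) in infected and 7.66 ± 0.52 (SD, n = 4) in non infected gills. Its log2 fold change was -1.96 (standard error 0.55), with no overlap between groups (exact permutation test, p = 0.0286), but its adjusted p over all tested probes was 0.152. After quantile normalization the log2 fold change was -2.74 (adjusted p = 0.012, from 0.0099 to 0.712 over the alternatives). For AS_rud_dec_c11467 (sialic acid-binding lectin) and rud_dec2_c1247 (complement C1q tumor necrosis factor-related) the log2 fold changes were -1.57 and -1.36, with adjusted p of 0.540 and 0.684, and after quantile normalization -2.44 (adjusted p = 0.058) and -2.06 (adjusted p = 0.035, called). Over the alternatives the adjusted p ranged from 0.048 to 0.946 and from 0.030 to 0.962. The paper takes the presence of lectins in its list of lower genes as an indication that the parasite can also lower the expression of some of them.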

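The 8 probes of glutathione s-transferases had log2 fold changes from -1.29 (AS_rud_dec_c3388) to -0.12 (rud_dec_rep_c43464), with a median of -0.38. All 8 were lower in infected gills by their mean, all 8 lay below the median of all tested probes, and the same held after quantile normalization, where the median was -1.07. This shared direction is not independent evidence, because the study listed the 8 as lower on these arrays. None was called by limma under either scaling or by SAM after spike-in scaling, and 0 passed when adjusted over the list alone, whether the 57 named probes or these 8. The smallest adjusted p was 0.684 after spike-in scaling and 0.055 after quantile normalization. On the normalized values of the authors limma called 1 of the 8. SAM on those values, chosen after seeing the data, called 7 of the 8 as lower unlogged and 5 on the log2 scale. In 0 of the 8 were the groups free of overlap. The spread between infected clams was widest for AS_rud_dec_c3388, with an SD of 2.40 (n = 4) against 0.92 (n = 4) in non infected clams. The raw direction of 3 of these probes rested on single clams: it turned to higher for rud_dec_rep_c43464 without 2INF, 20INF or C22, for AS_rud_dec_c12065 without 2INF, and for rud_dec_c1314 without 2INF or C6, to at most 0.19, and relative to the median of all tested probes it never turned.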

Glutathione s-tranferases (GST) are also less expressed in this situation, a result contrary to our expectations since due to their role in cell detoxification and oxidative stress response, necessary for protecting the clam from the oxidative burst, we expected these levels to be up-regulated. However, and in agreement with our findings, some authors already demonstrated that in other mollusks, GST is up-regulated during the initial steps of infection but decreases when infection is established [57,58]. Other genes related with oxidative stress, such glutaredoxin a, aldo-keto reductase, hmgb-like protein, hephaestin, glucose dehydrogenase, peptide o-xylosyltransferase-like or agglutination (hemagglutinin amebocyte aggregation [59]) and anti-apoptosis related genes (e.g. achain structure of the ciap2 ring domain) were also down regulated, supporting the theory that after the initial infection period there is a relaxation of immune defenses.

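These sequences, chosen by the study on the same arrays, were measured with 10 probes. Of the 10, 8 had a log2 fold change under 0 and all 10 lay below the median of all tested probes. Glucose dehydrogenase (rud_dec_c2753) had log2 signals of 5.33 ± 0.40 (SD, n = 4) in infected and 7.71 ± 0.81 (SD, n = 4) in non infected gills, with an adjusted p of 0.062 after spike-in scaling, 0.0061 after quantile normalization and 0.018 with the slide as a block, and from 0.0046 to 0.602 over the alternatives. It was the only 1 of the 10 past an adjusted p of 0.05 when adjusted over the list alone, whether the 57 named probes or these 10. Peptide o-xylosyltransferase-like (rud_dec2_c1010) at -1.25 and hemagglutinin amebocyte aggregation factor (rud_dec_c12680) at -1.08 showed no overlap between groups (exact permutation test, p = 0.0286 each), with adjusted p of 0.509 and 0.555. After quantile normalization rud_dec_c12680 was called (adjusted p = 0.019, the lowest over its alternatives, which reached 0.962). The 3 aldo-keto reductase probes lay between -0.71 and -0.68, and hephaestin (AS_rud_dec_c2001), well above background in 1 infected and 3 non infected gills, at -0.93. Glutaredoxin a (rud_dec_c24874) and the hmgb-like protein (rud_dec_c439) had log2 fold changes of 0.04 and 0.03, which were -0.53 and -0.55 relative to the median and -0.69 and -0.67 after quantile normalization.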

In order to obtain a more systematic functional interpretation of the set of differentially expressed genes, enrichment analyses using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) was performed. Indeed, among the up-regulated cluster of ESTs, we found a high number of transcripts coding for immune response related genes as expected. The immune system of clams and bivalves in general is deprived of an adaptive system and fight pathogen aggression through an innate immune response [60] exerted by humoral factors and cell-mediated mechanisms (Figure 6). Humoral factors include lectins (agglutinins, opsonins), lysosomal enzymes (phosphatase acid, lysozyme and various hydrolytic enzymes), antimicrobial peptides and protease inhibitors, among others [61]. The constitutive or induced expression of such genes can potentially be directly linked to an effort to arrest *Perkinsus* infection as observed in other systems. It is interesting to observe that oxidative processes, hydrolase activity and nucleic acid binding are the main processes represented and most were already pointed out as having influence during resistance to microorganisms (Table 2). 

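Among the sequences of Tables S4 and S5, oxidation reduction occurs in the GO terms of 3 up and 14 down regulated sequences, hydrolase activity in 7 and 9, and nucleic acid binding in 5 and 15, all counts being the paper's annotation. The up regulated probes of all 3 terms were higher in infected gills, with median log2 fold changes of 2.78, 1.92 and 2.15. limma called 2 of 3, 0 of 7 and 1 of 5 after spike-in scaling, and 2, 2 and 2 after quantile normalization. The down regulated probes had medians of -0.69, -0.53 and -0.58, or -1.26, -1.11 and -1.15 relative to the median of all tested probes. Of these, 0 of 15, 0 of 9 and 1 of 14 tested probes were called after spike-in scaling, and 1, 3 and 8 after quantile normalization. Since the study chose all these sequences on the same arrays, their directions are not independent evidence.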

At the cellular level we could also highlight a number of genes linked to non-membrane bounded organelles and to intracellular non-membrane bounded organelles, suggesting that activity from these organelles (ribosome, cytoskeleton related) is necessary for the entrapment of microorganisms and for protein synthesis.

**Figure 6:**
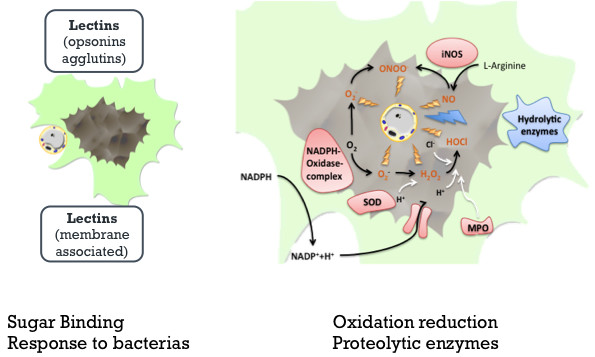
**Graphical representation of humoral and cellular responses of clams upon *Perkinsus *infection.** The two panels represent the initial recognition by lectins (left panel) and some response factors (right panel) associated with oxidative and proteolytic protection at intracellular level, like hydrolytic enzymes, Nitric oxide (NO); peroxynitrite (ONOO^-^); Anion superoxide O^2-^ Hypochloride (HOCl); inductible nitric oxide synthase (iNOS); superoxide dismutase (SOD); myeloperoxidase (MPO) (adapted from Soudant et al. 2008, 2009).

**Table 2:** **GO terms significantly over-represented, among genes differentially expressed, between *Perkinsus *** **infected and non infected clams**

**Category**	**Term**	**Count**	**%**	**P-value**	**Benjamini**
	Response to bacterium	5	3	4,1E-04	1,00E-01
**Biological process**	Translation	9	5,4	1,7E-03	2,00E-01
	Oxidation reduction*	11	6,6	3,3E-02	3,80E-01
	Hexose metabolic process	4	2,4	3,7E-02	6,70E-01
	Monosaccharide metabolic process	4	2,4	3,7E-02	6,30E-01
	Cytoskeleton organization	4	2,4	7,1E-02	6,80E-01
**Cellular compartment**	Nucleosome	3	1,8	2,2E-02	6,60E-01
	Protein-DNA complex	3	1,8	2,4E-02	4,60E-01
	Non-membrane-bounded organelle	10	6	4,1E-02	5,00E-01
	Intracellular non-membrane-bounded organelle	10	6	4,1E-02	5,00E-01
	Chromatin	3	1,8	7,8E-02	6,40E-01
**Molecular function**	Triose-phosphate somerase activity	2	1,2	1,8E-02	9,30E-01
	Hydrolase activity, acting on carbon-nitrogen (but not peptide) bonds, in linear amides	3	1,8	4,3E-02	9,60E-01
	Translation factor activity, nucleic acid binding	4	2,4	4,3E-02	8,70E-01
	Intromolecular oxidoreductase activity, interconverting aldoses and ketoses	2	1,2	8,8E-02	9,60E-01
	RNA binding	6	3,6	9,5E-02	9,40E-01
	Hydrolase activity, acting on carbon-nitrogen (but not peptide) bonds, in linear, amidenes	2	1,2	9,6E-02	9,10E-01
**KEGG pathway**	Glycolysis Gluconeogenesis	6	3,6	3,6E-04	2,10E-02
	Base excision repair	3	1,8	4,8E-02	7,60E-01
	Fructose and mannose metabolism	3	1,8	6,4E-02	7,30E-01
	Focal adhesion	6	3,6	7,4E-02	6,80E-01
	Nucleotide excision repair	3	1,8	7,6E-02	6,00E-01
	NOD-like receptor signaling pathway	3	1,8	9,7E-02	6,30E-01
**Sub category**	**Term**				
*Oxidation reduction	Aldo-keto reductase family member A1a (aldehyde reductase)				
	Dehydrogenase/reductase (SDR family) member 11a				
	Hypothetical LOC570613; sorbitol dehyfdrogenase				
	Methionine sulfoxide reductase 33				
	Similar to alcohol dehydrogenase S; alcohol dehydrogenase S				
	Sulfide quinone reductase-like (yeast)				
	Lbiquinol-cytochrome reductase hinge protein				
	Hydroxysteroid (17-beta) dehydrogenase 14				
	zgs: 56622; similar to CG6084CG6084-PA				
	Short chain dehydrogenase/reductase family 16C member Sa				
	Aldehyde dehydrogenase family, member A1				

### Importance of lectins on Host Parasite interaction

Due to the important role of lectins upon *Perkinsus* infection, this family of genes was chosen to be the subject of a particularly detailed characterization. Three different families of lectins were identified: C-type lectins, C1q-lectins and galectins. The members of these families were identified using conserved residues as patterns for search. A search into Rdecusdb revealed over than 90 sequences using lectin as keyword, but some genes were just classified as having a lectin domain. 

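Table S6 lists 92 lectin sequences, of which 91 have a probe on the array and 76 were tested with the brighter of their orientations. Their median log2 fold change was 0.91, which is 0.33 above the median of all tested probes. 59 were higher and 17 lower in infected gills, and 49 lay above and 27 below the median of all tested probes. The set test fry of limma gave a two-sided p of 0.00047 for an upward shift, and camera, which sets the list against the other probes with a preset correlation, gave 0.020. After quantile normalization the median was 0.26, which is 0.30 above that of all tested probes, with 44 higher and 32 lower. fry then gave 0.104 and camera 0.0056. Over the alternatives the fry p ranged from 0.00024 to 0.489. With the slide as a block the median was 0.76 and the fry p 0.0033, and within slides 1, 2 and 3 the medians were 1.02, 1.09 and 0.50. All tested probes had medians of 0.84, -0.13 and 0.23 within these slides, so that the list stood furthest above them on slide 2. By superfamily, the 32 tested TNF-like (C1q) sequences had a median of 1.13, the 26 C-type lectin-like sequences 0.91, the 12 concanavalin A-like sequences 0.87, the 3 galactose-binding domain-like sequences -0.12, the 2 fibrinogen C-terminal domain-like sequences 0.03 and the 1 SRCR-like sequence 1.44. After quantile normalization these medians were 0.40, 0.34, 0.26, -0.75, -0.71 and 1.02. After spike-in scaling limma called 5 of the 76 over all tested probes, all higher. Adjusted over the list alone of 76, 19 passed an adjusted p of 0.05. With quantile normalization 5 were called higher and 2 lower over all tested probes.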

For classification purposes all the transcripts were organized in families and superfamilies and respective fold change annotated. Also the domain architecture and presence of signal peptide was deduced (see Additional file 6: figure S6). Nevertheless 9 of those genes (Figure 7) were differentially expressed when comparing infected with non infected clams, one of them being the identified gene with the highest fold change in the array (over 50 times over expressed).

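For the 9 lectins of Figure 7, limma called 1 after spike-in scaling, rud_dec_c29141 (sialic acid-binding lectin), and 5 had an adjusted p under 0.05 when adjusted over the list alone, whether the 57 named probes or these 9. Relative to the median of all tested probes 4 were higher and 5 lower, as the paper lists them from these same arrays. Galectin-3 (rud_dec2_c601) had log2 signals of 11.40 ± 1.15 (SD, n = 4) in infected and 8.53 ± 0.60 (SD, n = 4) in non infected gills, a log2 fold change of 2.87 (standard error 0.64, adjusted p = 0.051). The complement C1q-like protein 2 (rud_dec_c11370) had a log2 fold change of 2.32 (standard error 0.52, adjusted p = 0.054), and rud_dec2_c959 one of 1.73 (adjusted p = 0.234). Both rud_dec2_c601 (adjusted p = 0.044) and rud_dec_c11370 (adjusted p = 0.034) were called when the slide was a block, which made 3 of the 9. That fit takes nothing on infection from 1INF, which was alone on its slide. None of these 4 higher lectins overlapped between groups. The galectin-related protein AS_rud_dec_rep_c20999 and the perlucin-like rud_dec_c27379 lay at -0.09 and 0.04, which was -0.66 and -0.53 relative to the median. After quantile normalization 5 of the 9 were called. The adjusted p was then 0.0051 for rud_dec2_c601 and 0.026 for rud_dec_c11370, with highest values over the alternatives of 0.215 and 0.229, both without 1INF. The number of the 9 called by limma ranged from 0 with the filter on all arrays to 6 on the authors' normalized values.

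**Figure D2:**
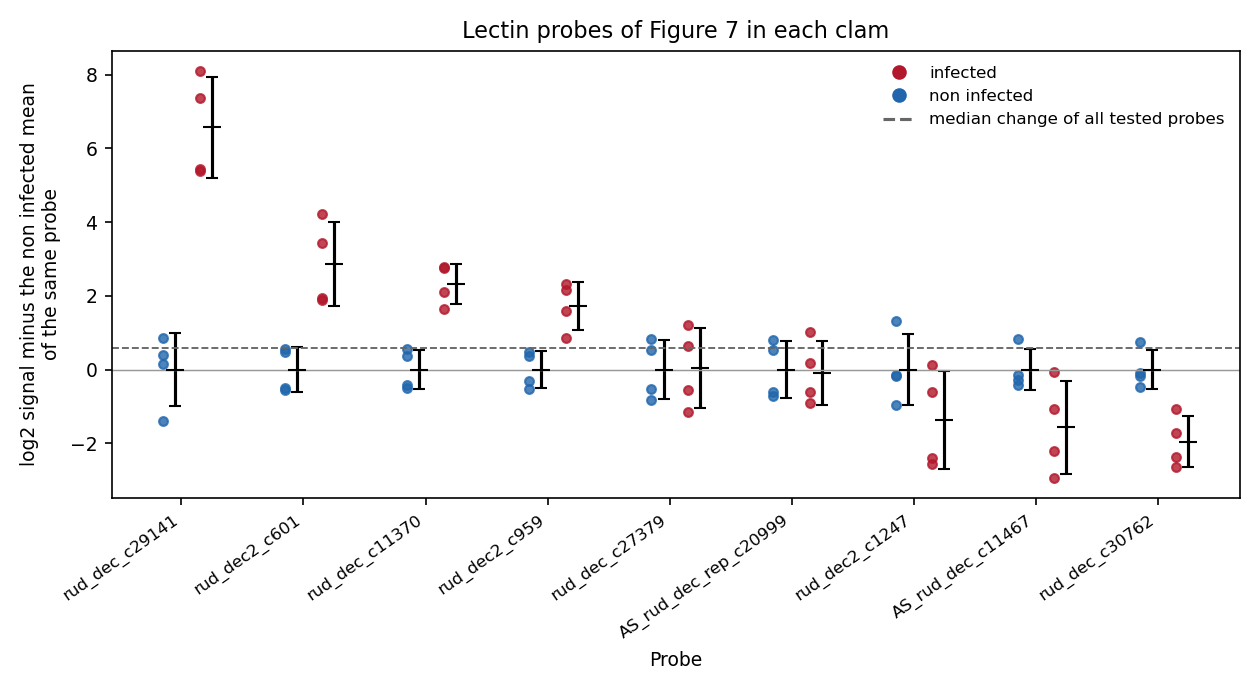
Log2 signal of each clam for the 9 lectin probes of Figure 7, minus the non infected mean of the same probe. Points are clams, black bars the mean and SD of 4 clams, and the dashed line the median change of all tested probes, 0.58. In 4 probes all infected clams lie above all non infected clams, and in rud_dec_c30762 all lie below.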

**Figure 7:**
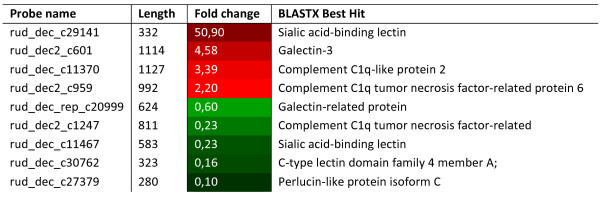
**Retrieval of keyword lectins in Rdecusdb with a significant fold change associated and respective size of the contig.** In red lectins up regulated and in green when is down regulated, between infected and non infected clams. Blastx best hit represents the closest homology when blasting the sequence against genbank database.

C-type lectins presented some conserved domains such WxD (position 139 and 141) [62] and CE (position 154) as shown in Figure 8. Cysteines are maintained due to their capability of forming disulphyde bonds [63], while WxD region is associated with calcium binding. Most of the lectins known to be linked to Perkinsus response are C-type lectins [10,64]. They have diverse carbohydrate specificities and present multiple structural domains. They can be classified in different groups including collectins, proteoglycan core proteins, selectins, endocytic receptors, and the mannose-macrophage receptor, some of them directly or indirectly involved in immune function [65].

**Figure 8:**
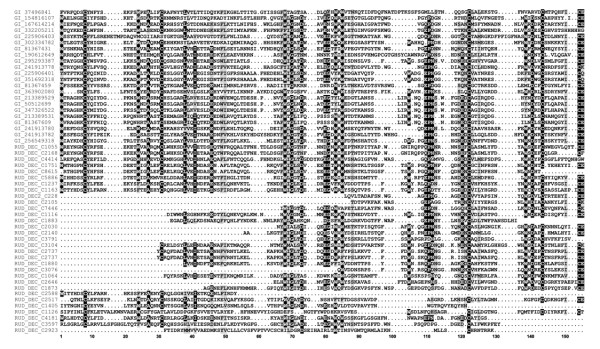
**Diversity of C-type lectins founded in *R. decussatus *sequences.** Alignment with other bivalve c-type lectins highlighted important residues. Cystein and Tryptophan residues are usually conserved (positions W1, C8, C31, W68, W83, W85, W105, C122, W139 and CC154) and together with other important residues such as A27, L38, G70, G82, D141 and E155. All positions shadowed are conserved at least 50%.

Galectins, which constitute one family of lectins, are characterized by a conserved sequence motif in their carbohydrate recognition domain (CRD) and a specific affinity for b-galactosides. When compared with other bivalves galectins, *Ruditapes decussatus* galectins present some conserved signature residues F(D/N)XR(F/L/I), (N/K)X(V/I/L)XXN and WGXERXR [66]. Interestingly, despite the large evolutionary distance between invertebrate and vertebrates galectins, they still share more than 30% of homology. Host galectins are also known to be related to presence of parasite and in oysters it was previously shown that some galectins are induced following *Perkinsus marinus* infection [12].

C1q domain containing proteins are essential in the innate immune system of invertebrates, and can be the link between innate immune system and adaptive immunity as seen in lamprey, where mammalian homologous C1q was shown to be act as a lectin in lamprey [67]. The C1q has a globular domain [68] and is one of the most represented lectins. C1q can be involved in a variety of immune related processes such as activation of complement system or pathogen recognition and even mediating cell migration [69]. 

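The scaled signal of the rud_dec_c29141 probe was 1914 in 1INF, 489 in 2INF, 3185 in 5INF and 500.5 in 20INF, against 15.2 in C1, 21.1 in C2, 13.0 in C6 and 4.37 in C22. The mean log2 signal was 10.11 ± 1.37 (SD, n = 4) in infected and 3.54 ± 0.98 (SD, n = 4) in non infected gills, where 3 of the 4 clams had a signal well above background. The log2 fold change was 6.57 (standard error 0.74, adjusted p = 0.0012), or 6.00 relative to the median of all tested probes. Leaving out each clam in turn gave values from 6.06 to 6.97, and the probe was called under all 20 alternatives that tested it, with adjusted p of at most 0.017.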

The *R. decussatus* Sialic binding lectins (C1q) namely rud_dec_c29141 were shown to be highly expressed in the presence of *Perkinsus olseni*. To improve c1q pattern recognition all sequences from bivalve C1q lectins deposited in Genbank were collected (August 2012) and conserved residues were analyzed, allowing us to identify a bivalve C1q signature (Figure 9).

**Figure 9:**
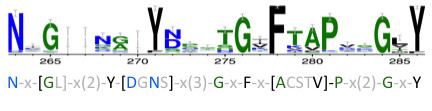
**Partial alignment of amino acid sequences from bivalves C1q family.** All sequences available were collected and most conserved region is presented as a logo, where highly conserved residues are shown as larger characters with error bars. A possible signature for identification of C1q sequences is underlined. Numbers indicate the amino acid position relative to the align consensus sequence.

## Conclusion

High throughput methodologies such as NGS and microarrays are changing our approach to biodiversity in a way that makes possible to understand changes in adaptation of a semi closed microcosm, like the one represented by a bivalve and its parasite (e.g. *Ruditapes* sp. and *Perkinsus* sp), at the transcriptomic level. This should allow us to acquire a broader understanding of all its molecular determinants, in particular those involved in host defenses and adaptation to parasite and thus contribute to unveil weak or advantageous host genetic characteristics in order to select more resilient clams. This approach will be of relevance to start a selection program based on specific genetic characteristics. In the case of bivalves, transcriptomic approaches can shed light on delicate issues for aquaculture such as the effect of pollutants, infections and human environmental interference. Clams can be very sensitive to these factors and the availability of new biomarkers can boost the use of clams as water quality biomonitors. This study is relevant for addressing the high mortalities associated to *Perkinsus sp.* in different mollusc species, and the consequent impact and losses at economic/social level.

Although clams can express specific cellular and humoral responses to *Perkinsus* infection, until now the invertebrate innate immune system might have been underestimated and over-simplified [63,70]. Yet, through the use of microarrays to assess the hosts’ immunological and physiological responses to *Perkinsus* infection, we could identify some factors related to the first line of defense against the parasite’s invasion. From this study we can conclude that a number of genes are altered by *Perkinsus* infection, in particular those belonging to important gene families such as lectins, which are part of the host defense system and capable of recognizing specific molecules through their carbohydrate recognition domains. Some of them were already characterized, such as the specific galectin that is used by the host to recognize *P. marinus* or others that are differentially expressed upon Perkinsus infection. In oyster, this specific galectin can be responsible for subverting the host's immune/feeding recognition mechanism, giving *Perkinsus marinus* a passively gain entry into the host hemocytes, the first line of defense [71]. These families of lectins were identified in *R. decussatus* and are now being subjected to a more detailed characterization. In *R. philippinarum* some lectins, known as Manila Clam Lectins (MCL) were also associated with *Perkinsus* infection and are able to bind to the surface of *Perkinsus* hypnospores, indicating that MCL plays a particular role in clam defense [12,62,72].

*P. marinus* and his most affected host, the oyster *C. virginica*, was already the subject of a similar microarray study [55] again emphasizing the importance of solving this problem that affects at the moment the bivalve production worldwide. In the case of *C. virginica* the response of the oyster was mainly at levels of antimicrobial and oxidative stress, consistent with the microarray results obtained for infected *R. decussatus*, and thus providing additional information on the molecular determinants involved in host interaction, by identifying the corresponding genes. Also Suppression Subtractive Hybridization was used to attest genes differentially expressed in *R. decussatus* during *Perkinsus olseni* infection [73] confirming that the major genes involved were related with immune and stress response.

Non annotated genes which expression was found to be substantially altered during *Perkinsus* infection are also being the focus of specific analyses and in a near future we expect that they will be identified and their role during that process documented. Nevertheless, the most important aspect of this study is its contribution to increase the number of ESTs available for bivalves genetics studies. It is also expected to provide tools to infer some facts like how pollution and human related activities can influence clams transcriptome or the effect of some biological events such as metamorphosis or reproduction.

Although we believe to have a good representation of *Ruditapes decussatus* transcriptome, and despite the use of normalized libraries of adult and larvae stages, the representation of the clam transcriptome is incomplete and some of the contigs are not fully represented, often missing its 5’ extremity, a problem associated with cDNA library construction. The continuous technological advances and NGS cost drop should provide, in a near future, full coverage of relevant transcriptomes for this and other organisms, allowing the identification and use of more biomarkers or defense related genes to characterize different populations of bivalves of a specific area. Furthermore they should allow us to also identify the specific adaptations of each species to adverse and/or favorable conditions. But already at present, with the availability of two *Ruditapes* species transcriptomes (this study and Milan and collaborators [24]), we can start to identify the genetic differences behind their susceptibility to different pathogen organisms and point out resistance factors.

## Methods

### Sampling, cDNA library construction and sequencing

Samples of *R. decussatus* were collected in Faro, in the Ria Formosa lagoon system which spreads along the mid region of the southern Portugal coast. Total RNA was extracted using the acid guanidinium thiocyanate-phenol-chloroform method [74]. Two libraries were constructed, one using a mixture of all adult tissues from 20 individuals and a second using gonadal tissues from both sex with a ratio of 1 male to 4 females (gonadal phase IV) and juveniles clams with sizes ranging from 2 to 4mm total length. The cDNA libraries were constructed using the SMART kit from BD Biosciences Clontech and equal amounts of RNA and then normalized using the duplex-specific nuclease (DSN) method [75].

Sequencing was performed at the Max Planck Institute using 454 GS FLX instrument with Titanium series chemistry following manufacturer protocol. Pyroluminescence intensity was converted to sequence data using Newbler suite. 454 reads were post processing using sff_extract (0.2.8) and trimmed using clean_reads (0.2). Final reads quality was assessed using prinseq-lite (0.14.4).

### Transcriptome assembly

A hybrid assembly using ESTs collected from Genbank and all 454 reads was performed to improve the assembly. For the latter the quality score files were taken into consideration. The purpose of a hybrid assembly is to explore the advantages of the two technologies, the numerous reads of 454 and the quality and length size of Sanger reads. MIRA3 performed the assemblies in two runs [76], where all contigs obtained with the first run of hybrid assembly were used for a second run to eliminate contig redundancy.

### Transcripts annotation

Little information, specifically on gene annotation, is available in public databases for mollusks species, with the exception of recent deposition of sequences from Pacific oyster [23,77], blue, Mediterranean [56] and deep sea vents mussel [78] and manila clam [24,79]. Although those species are not annotated in a satisfactory way, they can still provide some extra information. Blast searches were conducted against NCBI (National Centre for Biotechnology Information) amino acidic non redundant (nr) database (release of March 2012), using Blastx option. Alignments with an E-value of at most 1.0 e^-10^ were considered significant, and up to 10 hits per contig were taken into account.

Unfortunately, like any non-model organism, the annotation of the clam transcriptome can be a challenge and the annotation project was conducted using two other different strategies by i) blasting against ensemble protein databases of different species including *Danio rerio, Gasterosteus aculeatus, Oryzias latipes*, *Takifugu rubripes*, *Tetraodon nigroviridis*, *Homo sapiens, Drosophila melanogaster* using a cutoff value of <1.0 e^-5^], and ii) blastn search (cut off e-value of <1.0 e^-5^) against *Lottia gigantea* v1.0 database [80], *Crassostrea gigas* transcripts databases [23,81] and *Argopecten irradians* EST database [82].

For de novo annotation of *R. decussatus* contigs, we used Blast2go tool, which encompasses all the tools for functional annotation of (novel) sequences and the analysis of annotation data [83,84]. The Gene Ontology (GO) terms associations for BP, MF and CC were performed using Blastx algorithm against the NCBI amino acid nr database implemented in Blast2GO software. To categorize the GO terms into different GO categories, a web-based tool, CateGOrizer [85], was employed.

### EST-SSR search

Misa software was used to screen simple SSRs and msatcommander for complex forms (combinations of different SSRs of coexistence of two or more SSRs). In either cases search was performed to obtain SSRs longer than 20 bp and at with the following tuning: dinucleotide repeat ≥ 20 bases; trinucleotide repeat ≥ 21 bases; tetranucleotide repeat ≥ 20 bases; pentanucleotide repeat ≥ 20 base; hexanucleotide repeat (HNP) (and more) ≥ 24 bases.

### DNA microarray design

Agilent technology of oligo-DNA microarray was chosen to design a specific microarray based on sequenced transcriptome (Figure 10), containing two probes with both orientations considering all annotated transcripts and unknown transcripts with Phred quality>30 and length>400 bp. This 60mer oligo-probes design, in a 4 × 44K format, was assisted using the Agilent eArray interface [86].

**Figure 10:**
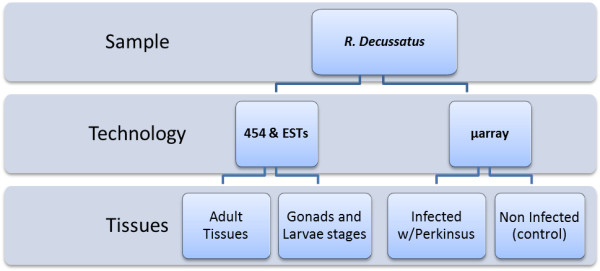
Overview of tissues origin and sequencing technologies used in this report.

### Biological handling, RNA extraction, labeling and hybridization

Fifty grooved carpet shell clams with a size of 25-28 mm were collected from the wild in the Ria Formosa, Portugal and rested in proper aquariums for 4 days before sacrifice in order to reduce stress. Gills were dissected and immediately homogenize in Tri-reagent (Ambion, Austin. USA) and simultaneous a small portion of the gills and the rest of the tissues was incubated in Ray's fluid thioglycollate medium assay, following previously established protocol [4], to determine the level of Perkinsus.

Two groups were selected, one of four clams not infected (No hypnospores present) and another with four clams heavy infected with hypnospores presented in all tissues (Mackin scale 5). RNA was extracted individually from these two groups using Tri-reagent (Ambion, Austin. USA), following manufacturer’s instructions and later purified and treated with Dnase I using the RNeasy Mini Kit (Qiagen, Hilden, Germany), following the manufacturer’s instructions for RNA cleanup. RNA concentration was determined using a NanoDrop® ND-1000 spectrophotometer, (NanoDrop Technologies, Wilmington, USA) and integrity and quality were finally evaluated on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

Labeling was done using 200 ng of total RNA linearly amplified and labeled with Cy3-dCTP (Agilent One-Color Microarray-Based Gene Expression Analysis). For control, a mixture of 10 different viral poly-adenylated RNAs (Agilent Spike-In Mix) was added to each RNA sample before amplification and labeling. Labeled cRNA was purified with Qiagen RNeasy Mini Kit, and sample concentration and specific activity (pmol Cy3/μg cRNA) were determined using a NanoDrop spectrophotometer. A total of 1,650 ng of labeled cRNA was prepared for fragmentation adding 11 μl 10X Blocking Agent and 2.2 μl of 25X Fragmentation Buffer, heated at 60°C for 30 min, and finally diluted by adding 55 μl of 2X GE Hybridization buffer. A volume of 100 μl of hybridization solution was then dispensed in the gasket slide and assembled to the microarray slide (each slide containing four arrays). Slides were incubated in the oven overnight at 65°C and then washed according to manufacturer’s protocol.

### Microarray scanning and data processing

Scanning was performed twice at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%) at 5 μm resolution using an Agilent G2565BA DNA microarray scanner. The two images were analyzed together and data were extracted and background subtracted using Agilent Feature Extraction (FE) Software version 9.5.1. After quality measures, all control features (positive, negative, etc.), except for Spike-in (Spike-in Viral RNAs), were excluded from subsequent analyses. Normalization procedures were performed using R statistical software using Spike-in control intensities to normalize each dataset. Significance Analysis of Microarray (SAM) [87] was used to identify differentially expressed genes between healthy clams and those infected with *Perkinsus*.

### Functional enrichment of differentially expressed genes

Gene functional annotation based on gene enrichment was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 [88,89]. DAVID is capable of recognizing functional annotation data from limited species, mainly human, mouse and zebrafish. So, in order to use clam data, it was necessary to convert clams genes into the equivalent orthologs of zebrafish Gene IDs or entrez entries, by blasting clam nucleotide sequences against zebrafish protein counterparts. This was done by downloading blasted annotated protein sequences and performing in-house blast routines. Then gene ontology search was performed in DAVID using two lists, one with all identified genes as background and another with the differentially expressed up and down regulated genes using the same predefined settings.

### Multiple sequence alignments

Available c-type lectins and c1q sequences were retrieved from bivalve species present in Genbank, including *Mytilus sp., Haliotis sp.*, *Chlamys farreri*, *Mercenaria,* and *Ruditapes philippinarum* and aminoacid protein sequences aligned using T-Coffee server [90], applying default settings. Alignments were subject to a posterior manual adjustment. C1q signature was determined using PRATT [91] server and sequence logos were then created from multiple alignments using WebLogo [92].

### Architecture domain analysis

Domain analyses of lectins present in *R*. *decussatus* was performed using Superfamily at http://supfam.cs.bris.ac.uk/SUPERFAMILY[93] using nucleotide sequences of putative lectins discovered in our database. Lectins were classified according to domain architecture. Signal peptide was predicted using SignalIp 4.0 server [94].

### Quantitative real-time PCR analysis

Quantitative real-time reverse-transcription polymerase chain reaction (qRT-PCR) was performed to validate and assess the microarray data. Primers were designed for 12 differentially expressed genes identified by microarray analysis (Table 3), randomly chosen. Real-time qPCR was performed in a StepOnePlus apparatus (Applied Biosystems) using gene specific primer sets to quantify expression of selected genes. Each reaction was prepared by adding 2 μl of a 1:10 cDNA dilution to reaction mix containing 0.2 μM of each primer and 10 μl of SsoFast™ EvaGreen® (Bio-Rad), in a final volume of 20 μl. The qPCR program contained an initial cycle of 10 min at 95°C followed by 45 cycles comprising an initial denaturation step at 95°C for 20 sec then annealing and extension at 68°C for 15 sec. The fluorescence was measured at the end of each extension cycle in the FAM-490 channel. Relative levels of clam gene expression were determined by 2^–ΔΔCt^[95] comparing non infected versus infected conditions and normalized with a previous described housekeeping gene for *R. decussatus,* the L28 ribosomal gene [96]. The neutral behaviour of this gene was also confirmed in the microarray data. PCR efficiency was determined for each pair of primers by using at least 4 different dilutions of the template cDNA and all the primers pair showed efficiency between 89 and 96%. All experiments were performed at least twice, and in a minimum of triplicate wells. Microarray fold change was compared with relative gene expression of Realtime qPCR in order to validate microarray results.

**Table 3:** Real time Primers used for microarray validation

**Putative gene annotation**	**Sequence identifier**	**Primer sequence 5’->3’**	**Amplicon lenght (bp)**	**PCR efficiency**
N.D	rud_dec_c1521	F-GCACTTGTTGGTGGTCCTTATTGCTGG	183	92%
		R-TGATTTGGTTAGTCAACTTCGCCG		
Sialic acid-binding lectin	rud_dec_c29141	F-CGTGGGCAGAACCTTTCAGTATGAG	98	94%
		R-CACTTCACCCACACCCGTTGTCCTT		
Pyridine nucleotide-disulphide	rud_dec_c15726	F-CCTGGGGAGCCGTCATCATTAGC	149	91%
		R-TACCTCCCCTTCTCTTCCCAAAACAA		
Tetraspanin,	rud_dec_c39872	F-TGGGTTCGGTAGTTTTGTCCTTCTAGTC	153	95%
		R-AAAACTGCTGCTGTAATACCACCCGAG		
Epididymal secretory protein 1	rud_dec_c2016	F-ACCTGTTCCATTTCCCGTTCCCT	149	95%
		R-GGACTTCCCACTTTACAAGCAGCCG		
Methionine sulfoxide reductase	rud_dec2_c944	F-AGATACCAAGTTCAACTCCCACTCGG	261	89%
		R- CATCAGCCAGTGTTACGCTTTC		
X- box binding protein 1	rud_dec2_c33	F-CAAGCAATCGCAAATCGCCAACA	225	92%
		R-GTGGGAGACACTTTAAGTTGACCAG		
Fructose-bisphosphatase	rud_dec_c1253	F-AAGCAGCGGAACAGGCTAAAGAG	199	90%
		R-CTGCCAGTGCTCTAAATGCCTTGTT		
Inhibitor of apoptosis protein	rud_dec_c1093	F-ATTGCCTGTGGTCACATGGTTA	110	96%
		R-AGACAGCCATAAGAGCACGGACA		
Glucose dehydrogenase	rud_dec_c2753	F-TGGGAATGTTTCGTTCGTCACCT	146	93%
		R-GAGGCATTCAACAACTCGAACC		
ND	rud_dec_c27604	F-GAATACTGCTTGTTGCTTTCGGTGT	102	95%
		R-TGCCTCTCACTTCGTCTGTGTCGGA		
Calmodulin	rud_dec_c873	F-TGAAGTTGTATGCTGACGGAAATGGA	111	95%
		R-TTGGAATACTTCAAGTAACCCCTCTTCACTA		

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

RL, LB, MM, LC, TP and CS conceived and designed the project. AC and SB have assembled 454 reads. RR produced the EST sequences. AJ conceived and constructed the database. MM carried out probe design and editing, and RL and MM performed microarray experiments. RL and MM executed all statistical analyses. RL performed functional annotation analyses. RL wrote the manuscript. All listed authors edited the manuscript. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1: Table S1 Summary of Blastx (E-value < 10e-3) and Blastn (E-value < 10e-5) similarity searches on several protein and nucleotide databases for *R.decussatus* transcripts annotation. Click here for file

Additional file 2: Figure S2 Functional categories distribution of *R. decussatus* trancriptome, according to cellular component, biological process and molecular function (A) and using map2GO classification clustering (http://www.geneontology.org/external2go/egad2go). Percentage of transcripts is reported for each functional category. Click here for file

Additional file 3: Table S3 List of significant up and down regulated sequences identified by SAM analysis (Fold change>1.5; FDR=5%) by comparing controls and infected *R. decussatus*. In Green transcripts down regulated and in red transcripts upregulated. Click here for file

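Table S3 gives for each probe 1 fold change, infected over non infected, and marks the direction by colour. The copy of the table read here holds 227 up and 721 down regulated probes, 687 in sense and 261 in antisense orientation. For all 904 of them that have a normalized value on every array, the listed fold change lies within 1% of the ratio of the arithmetic means of the authors' normalized intensities, and for 328 within 1% of the ratio of geometric means. The other 44 lack a value on 1 or 2 arrays. In all 44 the listed fold change lies within 1% of that ratio when each missing value is set to the mean of the probe over the other arrays, and in 0 of the 44 when only the measured values are used. Of the listed probes, 918 were tested here. The log2 fold changes after spike-in scaling had the listed direction in 866 of them, and relative to the median of all tested probes in all 918. Across these probes, which are not independent replicates, the Pearson r between the listed and the present log2 fold changes was 0.970 and the Spearman rho 0.986. The study chose the list on these same arrays, so that this match in direction and size is not independent evidence.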

Additional file 4: Table S4 GO assignment, sequence description and first e-value of blasted sequences (Genbank nr/nt database) with a manual curated annotation (e-value < 1e-10) for up regulated genes. Click here for file

Additional file 5: Table S5 GO assignment, sequence description and first e-value of blasted sequences (Genbank nr/nt database) with a manual curated annotation (e-value < 1e-10) for down regulated genes. Click here for file

Additional file 6: Table S6 Retrieval of keyword lectins in Rdecusdb and classification of lectins according to Superfamily prediction. Sequences are distributed according to sequence name, superfamily and support e-value, family and respective support e-value and domain architecture. Colors represent classification, being yellow for c-type lectins, blue for C1q (TNF-like), green for galactose binding lectins, pink for Fibrogen C-terminal domain like, red for galectin and light cyan for Scavenger receptor cysteine rich domain. Black triangles denote the presence of a signal peptide and FC represents Fold change in the actual study. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

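The data are single-colour Agilent arrays of gill RNA from 4 infected and 4 non infected clams, 1 array per clam. The authors amplified and labelled the RNA, hybridised it to the custom array, scanned each slide at a high and a low sensitivity and extracted the spots with Agilent Feature Extraction, which subtracted the background. The scanner files hold this brightness per spot on a linear scale, not normalized between arrays, together with the spot's mean and background brightness and its quality marks. A table of the authors' normalized values covers the same arrays. Its values are missing exactly where the scanner software did not find the spot (100% in both directions). The methods name the spike-in intensities as the basis of normalization, while 96.0% of the values in this table lie within 1% of a quantile normalization of the probe and spike-in spots on the linear scale.

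The processed signals were taken to log2. The scaling factor of an array was the mean, over the spike-in RNAs well above background and not saturated on every array, of the deviation of its log2 median signal from the mean over arrays. Control spots other than the spike-ins and spots marked as outliers were left out, and spots of 1 probe were averaged. A probe was tested if it was well above background on at least 4 of the 8 arrays. Sense and antisense probes were tested by themselves. Fold changes are differences of mean log2 signals, infected minus non infected. No probe was marked as saturated on any array.

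Probes were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment, and called at an adjusted p of 0.05 and a fold change of 1.5. The lectin list was tested with fry, with camera as an alternative. SAM was programmed in R with all 70 assignments of 4 arrays out of 8, at a false discovery rate of 5%. The share of the distance between arrays explained by infection was tested over the same 70 assignments. Exact permutation tests of single probes also used all of them. The sequences named are those that the paper names for the array in its text, in Table 3 and in Figure 7, 57 probes with the 3 largest increases and the 3 largest decreases among called probes without overlap between groups. The rule also took in any probe named as ribosomal protein L28, and no probe carries that name. The paper's own fold changes for its sequences had been seen when this rule was written.

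The alternatives were a scaling on the 75th percentile, quantile normalization, an intensity-dependent spike-in curve, no normalization, the authors' normalized values, a normexp background correction with an offset of 50, no filter or a filter on all 8 arrays, a floor of 10 on the scaled signal, SAM, an intensity trend with robust variance, no minimum fold change, the slide, the scan day or shared clam numbers as a block, array weights, the 1000 most variable probes, both orientations of the lectins, and each clam left out in turn. These choices, the tests and the filter were fixed before the data were examined. SAM on the authors' normalized values, unlogged and on the log2 scale, with no missing value or with up to 2, was added after seeing the data. With the slide as a block, 1INF, alone on slide 4, gives no information on infection, and that fit rests on the other arrays.

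The fits were first tested on simulated data with the means and spreads of 26878 probes, of which 200 were changed. limma recovered 35 of 66 probes changed by 4 on the log2 scale, 0 of 66 changed by 2 and 0 of 68 changed by 1, with 0 false calls, and SAM called 40 probes, 1 of them falsely. These shares hold for 200 changed probes and do not carry over to another number of changed probes. On the real arrays some changes near 2 were called, such as rud_dec_c15862 at 2.28 (adjusted p = 0.043 from limma). Of the tested probes of Table S3, limma called 62 of 222 higher and 36 of 696 lower ones, so that most were not called.

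The signal over background sets the depth of an array. Between 52.6% and 74.5% of its probes were well above background, and probes below it in a group give only a lower bound of the fold. The qPCR measurements, the sequence reads and the enrichment analysis were not analysed here.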

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

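The tests on missing values, on the scale of SAM, on the slide and the parasite as sources of the 5INF pattern, on the lower probes of 5INF, on the share above background and on spike-in scaling and slides as sources of the size of the change in the lectins were chosen only after the result was seen.

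In 1 of 114 groups of 4 clams, over the named probes, a clam lay far from the other 3: for the aldo-keto reductase AS_rud_dec_rep_c45124 the gap from C1 to its nearest neighbour was 0.862 of the range of the non infected clams (signal 46.4, against 70.0 to 74.7 in the others). Chance gives such a gap in about 1 of 20 groups, 5.7 of 114, so that 1 is not more than chance, and no biological explanation was tested.

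Among 16 groups of array measures, 1 had a clam far from the others. In 2INF 71.4% of probes were well above background, against 53.4 to 55.8% in the other infected clams (gap 0.867 of the range). The arrays of slide 3, which holds 2INF, C1 and C2, had higher shares than the other 5 (exact permutation test, p = 0.0179, the smallest possible for 3 against 5). A difference between slides is therefore a candidate explanation. C1 and C2 are not infected, so infection alone does not account for it, and other differences between the clams were not tested.

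Table S3 does not list 49 of the 54 probes that were well above background in all 4 infected and in 0 of the 4 non infected clams. For 3 of the 49, AS_rud_dec_c1521, AS_rud_dec_c4411 and AS_rud_dec_c8300, it lists the same sequence by the probe of the other orientation, and Table S6 lists rud_dec_c4548. They were singled out after their values were seen. The median lower bound of the 49 was 22.2-fold, and 45 of the 49 were called after spike-in scaling and 29 after quantile normalization. In the opposite direction 61 probes were well above background in the non infected clams alone, 10 of them in Table S3. Missing values in the authors' table do not account for the absence of the 49, since only 4 lack more than 2 values and 25 lack none. SAM on the log2 scale of the authors' values called 34 of the 49, and on the unlogged values 0, and the median SD between infected clams was 2.04 on the log2 scale, against 0.47 for the 5 that are listed. The wide spread between infected clams under a test on unlogged intensities is thus a candidate explanation for their absence.

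Clam 5INF was the lowest of the infected clams in 34 of the 54 probes. In 31 of them 2INF and 20INF were also the highest 2, an order that chance gives for 8.33% of independent probes, which these are not. A mislabelled 5INF array was tested first. Of the 627 probes called without 5INF, 5INF lay nearer the other infected clams in 210, or 33.5%, and so nearer the non infected clams in the majority, the outcome set beforehand for a mislabelled array. For the other infected clams, left out in turn, the share was 81.3 to 100%, and for the non infected clams 0.417 to 16.1%. A later breakdown showed that 5INF lay nearer the infected clams in 28.0% of the 568 probes called higher and in 86.4% of the 59 called lower, where non infected clams reached at most 27.5%. In the higher probes the non infected clams reached at most 14.1%. The test set beforehand thus came out on the side of a wrong label, while 5INF lay nearer the infected clams than any non infected clam did in both directions, which argues against one. A difference between slides cannot be told apart from one between clams, since 5INF is the only infected clam on slide 1. The median log2 difference of these probes was 3.36 on that slide, the smallest of 3, and its sign on every slide follows from how the probes were chosen. RNA of the parasite cannot be told apart from RNA of the clam, because only 9 of the 54 probes have an entry in Tables S3 to S6 and their sequences were not matched to a genome. The slide, a different amount of parasite RNA and a weaker response of this clam stay open, and the last of these was not tested.

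Table S6 gives no fold change for 4 lectin sequences that were called higher here: rud_dec_c4414 (log2 fold change 5.37), rud_dec_c11916 (4.33), rud_dec_c14711 (5.34) and rud_dec_c4548 (5.59, at least 19.7-fold). They were named after their values were seen. Leaving out 1INF, 2INF, 20INF, C1, C6 or C22 lost the calls of the first 3, and leaving out 1INF lost that of rud_dec_c4548. Quantile normalization left 1 call, rud_dec_c4548, with adjusted p of 0.0395 to 0.100 over the 4 sequences, but the smallest log2 fold change was still 4.15, which argues against spike-in scaling as the source of the size of the change. Whether the spike-in scaling carries the calls cannot be told, since 1 call of 4 stayed. With the slide as a block, where 1INF, alone on slide 4, adds nothing, 3 calls stayed and rud_dec_c11916 had an adjusted p of 0.0764. Its log2 fold change, the smallest of the 4, was then 4.36 (standard error 0.95), which argues against slides alone as the source of the size of the change. Within slides the log2 differences of the 4 were 1.33 to 3.67 on slide 1, 7.42 to 8.73 on slide 2 and 4.32 to 5.86 on slide 3. The size thus differed between slides, which cannot be told apart from the clams on them. Infection remains a biological explanation that was not excluded.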

How the results depend on the processing

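SAM on the authors' normalized values was chosen only after the result was seen, and the cause was not tested for any change below unless stated.

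The number of probes called higher and lower was 329 and 50 after spike-in scaling. It was 91 and 93 with 75th percentile scaling, 191 and 188 with quantile normalization, 73 and 84 with no normalization, 223 and 212 on the authors' normalized values, 553 and 69 with normexp background, 95 and 9 for probes well above background on all arrays, where fewer probes were tested, 437 and 89 with the slide as a block, 803 and 114 with array weights and 1729 and 96 with SAM. SAM on the authors' values gave 181 and 548 unlogged without a missing value, 176 and 557 unlogged with up to 2 missing, 573 and 649 on the log2 scale without a missing value and 696 and 710 with up to 2 missing. With the intensity-dependent curve, no filter, a floor, the trend, the scan or the clam numbers as a block, and no fold-change minimum, both numbers were within 1.5 times those after spike-in scaling. The numbers of clams 1 and 2 were not taken to pair the samples, since each array is of a different clam. The deviations of same-numbered clams had an r of -0.42 and 0.84 for numbers 1 and 2. These values do not decide the question, since 2INF and C2 also share slide 3. Leaving out each clam gave 108 (without 1INF) to 568 (without 5INF) higher and 27 (without 1INF) to 59 (without 5INF) lower. The number of higher probes was 206 without C1 and 174 without C22.

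The share of the distance between arrays explained by infection ranged as a fraction from 0.205 to 0.293 over normalizations and filters, was 0.511 with the 1000 most variable probes, and 0.222 to 0.331 with each clam left out.

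The median of the lectin list was 0.91. It was 0.26 with 75th percentile scaling (fry p 0.293), 0.26 with quantile normalization, 0.14 with no normalization, 0.25 on the authors' values (fry p 0.0925), 0.53 with normexp background (fry p 0.0987) and 0.70 for probes on all arrays (fry p 0.393), and in these 6 fry no longer passed 0.05. It stayed past 0.05 with the other alternatives and with each clam left out, where the median was 0.70 to 1.02.

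The largest increase and decrease among probes of Table S3 were 185-fold and 190-fold (189.6). They were 118 and 298 with 75th percentile scaling, 109 and 322 with no normalization, 122 on the authors' values for the increase, and 48.8 and 46.3 with normexp background. The increase was 163 to 309 with each clam left out, highest without 2INF. The listed direction held in 694 to 918 of 918 probes over the left-out clams.

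For the sense and antisense probes, the correlation was 0.260 over 21879 transcripts without a filter, and 3187 transcripts had both probes well above background on all arrays.

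Of 57 named probes, 13 changed the sign of the raw log2 fold change in at least 1 alternative, 0 of the 13 were called by limma in any, and 0 changed sign relative to the median of all tested probes. For rud_dec2_c33, rud_dec_c27379, AS_rud_dec2_c1883, rud_dec_c24874 and rud_dec_c439, in this order, the values were -0.65, -0.61, -0.61, -0.61 and -0.63 with 75th percentile scaling, -0.71, -0.66, -0.68, -0.69 and -0.67 with quantile normalization, -0.76, -0.72, -0.72, -0.72 and -0.74 with no normalization, -0.65, -0.64, -0.67, -0.69 and -0.67 on the authors' values, and -0.42, -0.39, -0.47, -0.44 and -0.42 with the slide as a block. For 75th percentile scaling and no normalization, which move every probe by the same amount, the scaling itself shows the cause. With array weights AS_rud_dec2_c1883 was at -0.12 and rud_dec_c24874 at -0.17. The intensity-dependent curve put AS_rud_dec_rep_c20999 at 0.0029, and normexp background put rud_dec_c1253 at 0.0073 and AS_rud_dec_c2001 at 0.053.

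With each clam left out the ranges were -0.40 to 0.42 for rud_dec2_c33, -0.37 to 0.21 for rud_dec_c1253, -0.45 to 0.19 for AS_rud_dec_rep_c20999, -0.35 to 0.44 for rud_dec_c27379, -0.72 to 0.10 for rud_dec_c22, -0.39 to 0.51 for AS_rud_dec2_c1883, -0.45 to 0.10 for rud_dec_c21868, -0.52 to 0.055 for rud_dec_c1314, -0.63 to 0.11 for AS_rud_dec_c12065, -0.44 to 0.19 for rud_dec_rep_c43464, -0.48 to 0.48 for rud_dec_c24874 and -0.24 to 0.29 for rud_dec_c439.

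The signal over background sets a limit for dim probes, since a group below background gives only a lower bound of the fold.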

Differences from the paper's values

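SAM on the authors' normalized values was chosen only after the result was seen. A gap counts as closed where 1 value is at most 1.5 times the other, and alternatives whose value differs by more, but by less than the SD between clams, are named as such.

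The paper gives 949 changed probes (the paper's), against 379 here. Of the alternatives set before the data were examined, array weights came within 1.5 times of it and the others did not. Array weights gave 803 higher and 114 lower probes, so that this total came from an excess on the higher side. The paper gives 722 lower probes (the paper's), against 50 here, and no alternative set before the data were examined closed this gap. SAM on the authors' normalized values, chosen after seeing the values, closed both in all 4 forms. The paper gives 227 higher probes, against 329 here, and on the log2 scale SAM on the authors' values called 573 and 696 higher probes, so that in these forms part of the total comes from an excess on the higher side. Unlogged it called 181 and 176. Of the paper's own higher and lower probes it dropped 46 and 173 unlogged without a missing value, 51 and 164 unlogged with up to 2 missing, 55 and 247 on the log2 scale without a missing value, and 29 and 200 with up to 2 missing. Every unlogged call was itself listed in Table S3 in the same direction.

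Of the 53 named probes in Table S3, 51 are named by the paper. The others, rud_dec2_c1641 and AS_rud_dec_rep_c44912, were named here for large decreases among called probes, so that their calls were fixed beforehand. Among the 51, 7 were called here in the listed direction, and among all 53, 9 were. The number was 11 with 75th percentile scaling, 16 with quantile normalization, 20 on the authors' values, 16 with array weights, 12 with a floor or the scan as a block, 22 with SAM, 11 with the slide or the clam numbers as a block, 10 with the intensity trend, 10 without 2INF, and 9 with no normalization or normexp background. Each of these called at least 1 probe that is called in the paper and not after spike-in scaling. The number fell to 3 with the filter on all 8 arrays and to 8 with no filter or without 20INF or C6. Without 1INF, C1, C2 or C22 it fell to 7. It stayed 9 with the intensity-dependent curve and without 5INF. The later SAM on the authors' values called 43, 44, 39 and 42. In no setting were all 53 called, and rud_dec_c1253, rud_dec_rep_c43464, rud_dec_c24874 and rud_dec_c439 were called in no setting, the later ones included.

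For probes of Table S3 the paper's largest increase is 102-fold, against 185-fold here, and 75th percentile scaling, quantile normalization, no normalization and the authors' normalized values close the gap while normexp background, the intensity-dependent curve, arithmetic means and each clam left out do not. The paper's value is that of rud_dec_c1521, and the one here that of rud_dec2_c2005, well above background in 1 of 4 non infected gills. The fold change of rud_dec2_c2005 is thus rough, and the gap between these probes has no fixed size. The probe of rud_dec_c1521 was well above background in all 4 infected and all 4 non infected gills. It was 179-fold higher here (log2 fold change 7.48, standard error 0.57), so that a gap also stands on the same probe. The paper's largest decrease is 76-fold, against 190-fold (189.6) here, and no alternative set before the data were examined closes it. The value here is that of 1 probe, rud_dec2_c1641, well above background in 2 of 4 infected gills, and is rough like that of rud_dec2_c2005. The paper's value is that of rud_dec_c11076, which had a log2 fold change of -5.86 here.

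The paper's Table S3 gives a fold change of 14.87 for rud_dec_c39872, against 25.7 here. 75th percentile scaling, quantile normalization, no normalization and the authors' normalized values close the gap, as do array weights and leaving out 5INF or C6. With the intensity-dependent curve and leaving out 1INF or C22 the values differ by less than the SD alone, and the others do not close it. For rud_dec_c2016 the paper's value is 8.952, against 16.2 here. The same 4 settings close it. With the intensity-dependent curve, the slide as a block and leaving out 1INF, 5INF, C1, C2 or C22 the values differ by less than the SD alone, and the others do not close it.

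The paper's values are 0.6395 for rud_dec2_c33, 0.6426 for rud_dec_c27379 and 0.6512 for rud_dec_c439, against 1.00, 1.03 and 1.02 here. 75th percentile scaling, quantile normalization, no normalization and the authors' normalized values, the slide as a block and leaving out 1INF, 5INF, C1 or C2 close these 3 gaps, and the others do not. The paper's 0.6343 for AS_rud_dec2_c1883 and 0.6394 for rud_dec_c24874, against 1.03 and 1.03 here, are reached by the same alternatives and by array weights, and not by the others.

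For rud_dec_c30762 the paper's value is 0.1568, against 0.257 here, and for rud_dec_c12680 it is 0.3151, against 0.474 here. 75th percentile scaling, quantile normalization, no normalization and the authors' normalized values, the slide as a block, array weights and leaving out 5INF or C1 close both, and leaving out 1INF or C2 closes the latter. The values differ by less than the SD alone with the intensity-dependent curve for both, and without 1INF, C2 or C6 for the former. The others do not close either gap.

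The paper's values for rud_dec2_c1641 and AS_rud_dec_rep_c44912 are 0.148 and 0.1491. The former is 0.00527 here. The ratio of the latter, 0.00638, is against signals below background in all 4 infected gills, so that only a decrease of at least 71.9-fold is measured. No alternative closes either gap. The paper's Table S6 gives 0.1 for rud_dec_c27379, unlike its Table S3, against 1.03 here, and no alternative closes that gap. For rud_dec_c873 the paper shows about 0.0063 in Fig. 3B, read by eye, against 0.0422 here. No alternative closes this gap, though with 75th percentile scaling, no normalization and leaving out 2INF or 20INF the values differ by less than the SD between clams. The paper's Table S3 gives 0.0626 for this probe, which is within 1.5 times of the value here.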

Other observations

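The tests on the lectin list under other scalings, on spike-in recovery, on slides as the source of the upward shift, on the scale and the normalization behind Table S3, on its missing values and on the division of the arrays that does not follow infection were chosen only after the result was seen.

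The 8 clams can be divided into 4 and 4 in 35 ways. As many calls as for infection were given by 2 of the 35 divisions for the higher side, by 2 for the lower side, by 2 in all and by 2 after quantile normalization, infection included, so that chance cannot be excluded for these counts at 5%. For the shift of the lectin list, 1 of the 35 divisions, infection itself, gave a fry p as small after spike-in scaling. Chance can be excluded there at 5% over these divisions, which take no account of the slides. Divisions within slides were not tried. After quantile normalization 5 and with 75th percentile scaling 11 of the 35 divisions gave a fry p as small, and chance cannot be excluded. fry does not set the list against the other probes, which spike-in scaling also moves upward. The test that does, camera, gave 0.020 after spike-in scaling and 0.0056 after quantile normalization, with the list 0.33 and 0.30 above the median of all probes. It rests on a preset correlation between probes, and fry after quantile normalization gave 0.104. The other 33 divisions gave 0 calls with limma.

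The other division with calls sets 1INF, 5INF, C6 and C22 against 2INF, 20INF, C1 and C2 and gave 14645 calls, 11728 on 1 side and 2917 on the other. It keeps the 3 arrays of slide 3 together. It follows the first principal component, on which these arrays were seen to part, and so is no group of the design. Spike-in scaling alone does not account for it, since quantile normalization left 5929 calls. The slide cannot be told apart from the clams. The first component differed between slide 3 and the other arrays (exact permutation test, p = 0.0357 after spike-in scaling and 0.0893 after quantile normalization). In the 14982 probes called between slide 3 and the others without 20INF, 20INF, of slide 2, lay nearer slide 3 in 66.3%, but the division had been taken from the component on which 20INF was already seen with slide 3. Whether it reflects the clams, the slide or another step of the laboratory work stays open, and no biological explanation was tested. With the slide as a block, infection gave 526 calls, in a fit to which 1INF, alone on slide 4, adds nothing.

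All probes together were shifted upward in infected gills after spike-in scaling. The spike-in signals were lower on the infected arrays by a mean log2 difference of -0.76 (exact permutation test, p = 0.114), and by -0.69, -0.23 and -0.32 within slides 1, 2 and 3. With the slide as a block the median shift was still 0.34, but on slide 2 it was below 0. A lower recovery of spike-in RNA, differences between slides and a real rise of RNA in infected gills cannot be told apart, because each array has its own spike-in and no measure of RNA per cell was made.

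Table S3 lists more lower than higher probes. SAM on the authors' unlogged values without missing values called 24.8% of its probes as higher, and on the log2 scale of the same values 46.9%. The unlogged test called 181 higher and 548 lower probes, and the test on the log2 scale 573 and 649. Its lower share of higher probes thus came from fewer higher calls and not from more lower ones. In this sense a test on unlogged intensities is a candidate explanation for the excess of lower over higher probes. The normalization of these values alone is not, since it is the same on both scales. Table S3 lists all 181 higher and all 548 lower probes of the unlogged test in the same direction. Of the calls on the log2 scale it lists 172 of 573 and 474 of 649. This argues against the log2 scale as the one behind Table S3, while the unlogged test still missed 46 and 173 of the listed probes.

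Some fold changes of Table S3 are far smaller than measured. For 44 listed probes with a missing value, all 44 listed values are met when the missing value is set to the mean of the probe over the other arrays, and 0 with measured values alone. Both rud_dec2_c1641 and AS_rud_dec_rep_c44912 are among these 44 and lack the value of 5INF, so that such a filling is a candidate explanation for their listed values.

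Table S3 describes 1 probe, AS_rud_dec_c22383, by a Perkinsus protein, a putative glutaredoxin. It had a log2 fold change of 1.42 (adjusted p = 0.520) and was well above background in 4 of 4 infected and 4 of 4 non infected gills.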
